# Altered offspring neurodevelopment in an arginine vasopressin preeclampsia model

**DOI:** 10.1038/s41398-021-01205-0

**Published:** 2021-01-28

**Authors:** Serena Banu Gumusoglu, Akanksha Sri Satya Chilukuri, Benjamin Wen Qing Hing, Sabrina Marie Scroggins, Sreelekha Kundu, Jeremy Anton Sandgren, Mark Kharim Santillan, Donna Ann Santillan, Justin Lewis Grobe, Hanna Elizabeth Stevens

**Keywords:** Molecular neuroscience, Physiology

## Abstract

Preeclampsia is a severe gestational hypertensive condition linked to child neuropsychiatric disorders, although underlying mechanisms are unclear. We used a recently developed, clinically relevant animal model of preeclampsia to assess offspring. C57BL/6J mouse dams were chronically infused with arginine vasopressin (AVP) or saline (24 ng/h) throughout pregnancy. Adult offspring were behaviorally tested (Y-maze, open field, rotarod, social approach, and elevated plus maze). Offspring brain was assessed histologically and by RNA sequencing. Preeclampsia-exposed adult males exhibited increased anxiety-like behavior and social approach while adult females exhibited impaired procedural learning. Adult AVP-exposed males had reduced total neocortical volume. Adult AVP-exposed females had increased caudate–putamen volume, increased caudate–putamen cell number, and decreased excitatory synapse density in hippocampal dentate gyrus (DG), CA1, and CA3. At postnatal day 7 (P7), AVP-exposed male and female offspring both had smaller neocortex. At P7, AVP-exposed males also had smaller caudate–putamen volume, while females had increased caudate–putamen volume relative to neocortical size. Similar to P7, E18 AVP-exposed offspring had smaller dorsal forebrain, mainly in reduced intermediate, subventricular, and ventricular zone volume, particularly in males. Decreased volume was not accounted for by cell size or cerebrovascular vessel diameter changes. E18 cortical RNAseq revealed 49 differentially-expressed genes in male AVP-exposed offspring, over-representing cytoplasmic translation processes. In females, 31 genes were differentially-expressed, over-representing collagen-related and epithelial regulation pathways. Gene expression changes in E18 AVP-exposed placenta indicated potential underlying mechanisms. Deficits in behavior and forebrain development in this AVP-based preeclampsia model were distinctly different in males and females, implicating different neurobiological bases.

## Introduction

Preeclampsia is a gestational hypertensive condition with no corrective treatment aside from delivery. While antihypertensive drugs do prevent stroke, they do not prevent other preeclampsia sequelae^1,2^. Preeclampsia exposure is linked to neuropsychiatric outcomes in exposed children^3^, including increased rates of autism spectrum disorder (ASD), attention deficit hyperactivity disorder, and cognitive deficits^4–10^. Furthermore, preeclampsia-exposed children exhibit altered brain tractography, resting-state functional connectivity, and cerebrovasculature^11–13^. Despite an epidemiological connection between preeclampsia and altered offspring neurodevelopment, the underlying mechanism by which offspring neurobiology and behavior is altered is poorly understood.

Multiple animal models have been developed to uncover preeclampsia mechanisms. One unique mouse model of preeclampsia involves continuous maternal administration of arginine vasopressin (AVP) throughout pregnancy^14,15^. AVP secretion is elevated in human preeclampsia, and AVP is sufficient to recapitulate clinically-significant features of preeclampsia in mice (e.g., proteinuria, glomerular endotheliosis, pregnancy-dependent/progressive gestational hypertension, inflammation)^14–16^. Critical advantages of this model are that it causes pregnancy-specific hypertension and requires no potentially confounding surgical manipulation during gestation. Despite translatable effects on the fetus and placenta (e.g., intrauterine growth restriction, adverse placental outcomes), the impact of increased maternal AVP on offspring neurodevelopment remains poorly understood and is the focus of this study.

To determine any impacts of this published model on offspring neurodevelopment, we assessed offspring behavior in adulthood and neurobiology at multiple timepoints. We hypothesized that chronic prenatal maternal AVP in mice would recapitulate preeclampsia-like outcomes in children, including altered behavior and neurodevelopment. These assessments may lead to critical mechanistic insights into the targeted treatment and/or prevention of preeclampsia neurodevelopmental outcomes in clinical populations.

## Materials and methods

### Mice and infusions

C57BL/6J female mice (Jackson, Bar Harbor, ME) were randomized to one of two conditions (saline or AVP) and subcutaneously implanted with osmotic minipumps (#1004, Alzet, Cupertino, CA), loaded with either AVP (subcutaneously released at 24 ng/h; PeproTech, London, UK) or 0.9% sterile NaCl (saline; subcutaneously released at 0.11 µL/h), three days prior to breeding, as previously described^15^. Prior to implantation, pumps were primed with submersion in 23 °C saline for 12 h. Detection of a vaginal plug was designated as embryonic day (E)0. At E0, dams were individually housed. A final 26 dams were used for all end points across ages. To reduce variability in handling, a single unblinded experimenter handled animals throughout.

Proteinuria in the dam was assessed using the Pierce BCA assay kit (Thermofisher), as previously described^15^. Offspring were separated by sex and group-housed after weaning. All experimental procedures involving animals were approved by the University of Iowa Institutional Animal Care and Use Committee.

### mRNA sequencing (mRNA-seq)

Total RNA from four brains per sex per condition (16 total samples from 8 litters) was extracted using the RNeasy Mini Kit (Qiagen, Hilden, Germany). Four biological replicates sufficiently powers detection of differentially-expressed genes^17,18^. RNA integrity (RNA 6000 Nano kit, Agilent, Santa Clara, CA; 2100 Bioanalyzer Tapestation, Agilent) (RIN ≥ 8) was also ensured. mRNA-seq library preparation (TruSeq® Stranded mRNA Library Prep, Illumina, Madison, WI) was tested using the DNA 1000 kit (Agilent) and 2100 Bioanalyzer Tapestation, and 150 bp paired-end reactions across two lanes were used to sequence libraries (HiSeq 4000, Illumina).

### Quantitative polymerase chain reaction

Placenta, including all placental layers, (one per sex from each of three litters per condition), and E18 dorsal forebrain were processed for total mRNA (RNeasy Mini Kit, Qiagen). Total RNA concentration was determined (Nanodrop Spectrophotometer, Thermofisher) and 1 μg was reverse transcribed to complementary DNA (AMV First Strand cDNA Synthesis kit, BioLabs, Ipswich, MA). Samples were run in triplicate (ViiA 7 Real-Time PCR System, Thermofisher), and gene expression calculated from average Ct values normalized to 18 S rRNA for placenta and GAPDH for brain [formula: 2^(−ΔCt)^]. SYBR Green primers were used (Supplementary Table 1).

### Immunohistochemistry

Brains (*n* = 5 adult and P7 brains per sex, condition; *n* = 6 E18 brains per sex, condition except DAPI cell size measures, where *n* = 5 per sex, condition) were dissected, fixed (4% PFA), and cryoprotected (20% sucrose) prior to cryo-sectioning (adult: 50 µm; P7: 30 µm; E18: 25 µm). Sections were immunostained as previously^19^ with primary antibodies for S100β (1:500, cat # SAB2108392, lot # QC3278, Sigma-Aldrich), NeuN (1:300, cat # 24307 S, lot # 4, Cell Signaling Technology, Danvers, MA), Tbr1 (1:500, cat # AB31940, lot # GR3197859-1, Abcam, Cambridge, UK), PSD95 (1:400, cat # 36233, Cell Signaling Technology, Danvers, MA), and vGlut1 (1:1000, cat # AB5905, lot # 2840464, EMD Millipore, Burlington, MA). Sections were then incubated with appropriate secondary antibodies (1:500; Molecular Probes, Eugene, OR). Cerebrovasculature was visualized using Isolectin B4 (IB4) conjugated to Alexa Fluor 488 (Thermofisher). All sections were mounted with DAPI mounting medium (Vector Laboratories, Burlingame, CA).

### Stereology

Cell numbers were assessed via unbiased stereology, as described previously^20^. StereoInvestigator software (Microbrighfield, Colchester, VT) was coupled to a Zeiss AxioImager 2 (Carl Zeiss, Oberkochen, Germany) with a digital camera and motorized stage, and was used for all assessments of cell numbers, cell densities, and regional volumes. Cells were assessed in predefined counting frames within randomly generated grids using Stereoinvestigator’s “optical fractionator” workflow. For volumetric assessments, embryonic dorsal forebrain included the primordial hippocampus, cortical plate, and ventricular, subventricular, and intermediate zones, while adult cortex included all six cortical layers. Embryonic cortical plate volume was determined using TBR1 immunolabeling. To determine the volume of the E18 dorsal forebrain intermediate, subventricular, and ventricular zones together (IZ + SVZ + VZ), the difference between total dorsal forebrain and TBR1 + cortical plate volume was calculated for each individual. P7 and adult brain regions were assessed using the publicly available Allen Brain Atlas (www.brain-map.org). Colocalized Vglut1 and PSD95 puncta were assessed using ImageJ’s “Colocalization” plugin^21^. Cell and vessel diameters were measured using ImageJ’s tracing function. Averages from a minimum of three sections per brain were used for cell and vessel diameters (~20 cells or vessels per section).

### Behavior

Adult offspring (~8 weeks old) were assessed on one task per day during their light cycle after 30 min of daily habituation to the testing room. Tissues were collected at least 2 weeks after behavioral testing.

#### Three-chamber social approach

Male mice (*n* = 10 saline less one outlier in time per interaction assessment, 14 AVP) were habituated (5 min) to the center chamber of a three-chambered social approach apparatus, which was flanked by two side chambers, each containing an inverted metal mesh cup (cup bars ~1-cm apart). Mice were then allowed access to all three chambers for a 10-min testing period. During testing, a male, age-matched conspecific “stranger” mouse was confined to one mesh cup (chamber side counterbalanced between tests). Only male mice were tested due to logistical constraints. The other cup remained empty. Stranger mice had no prior interactions with test mice and were used twice daily at maximum. A blinded experimenter coded all forward-facing interactions with either cup in which the test mouse’s nose passed between cup bars. Summed total interactions with either cup assessed exploration and interaction ratio (social cup: social and empty cup) assessed social preference. Time per cup interaction was calculated using Anymaze software (Wood Dale, IL) coupled to an overhead USB camera.

#### Elevated plus maze

Mouse time spent on the open arm of a standard elevated plus maze apparatus was assessed (5 min; *n* = 11 saline less one outlier, 13 AVP males; 12 saline less one outlier, 14 AVP females) using Anymaze software.

#### Open field

Mouse locomotor activity was assessed using a plexiglass rectangular open field (~1800 cm^2^). Total distance traveled was assessed over 30 min (Anymaze; *n* = 11 saline, 14 AVP males; 12 saline, 13 AVP females less one outlier for total distance traveled).

#### Rotarod

Mice (*n* = 11 saline, 14 AVP males; 13 saline less one outlier, 12 AVP females) were tested over four trials (~45 min between each) on a single day using the rotarod apparatus (Stoelting). Mice navigated a horizontal, rotating, textured rod suspended above a platform which automatically detected and recorded animal fall latencies. Rod rotation mechanically accelerated from 4 rotations per minute (rpm) to 80 rpm over 4 min. Latency to fall from the rod as it accelerated was assessed during the first (pretraining) and last (post-training) two trials.

#### Y-maze

Animals (*n* = 12 saline, 14 less one outlier AVP males; 12 saline less one outlier, 14 AVP females) were placed into the center of an opaque plexiglass, three-armed (120° apart and joined at the center) apparatus. Arms were enclosed with side walls and mouse movement in 5 min recorded overhead. A spontaneous alternation ratio was calculated as complete alternations through three arms in sets of three entries (e.g., arm A to B to C but not arm A to B to A) over total three-entry sets.

### Statistical analyses

Two-way ANOVAs and Bonferroni’s multiple comparisons tests were used to analyze animal weights (examining effects of exposure and sex) and dimensions of social behavior (examining effects in different zones); corrected *p* values are reported for multiple comparison tests, as appropriate. Stages of the rotarod were assessed independently to reflect the effects of treatment on each individual phase (pre and post-training). Nonparametric litter size and resorption data were compared by the Mann–Whitney test. For other comparisons, males and females were assessed independently by two-sided, two-sample *t*-tests and the assumption of homogeneity of variances was met. Statistical analyses were independent by sex given the a priori hypothesis that neurodevelopmental and related effects of AVP exposure would be sex-dependent, as most neurodevelopmental disorders exhibit significant sex differences. This is also supported by sex-specific offspring assessments in the neuropsychiatric and maternal exposure literature^22,23^. Pearson’s coefficients with two-tailed significance corrected for multiple comparisons were calculated between behavioral and adult neurobiological measures. Statistical outlier limits were calculated (greater than two standard deviations from the mean) and outliers excluded. *P* values <0.05 were significant and <0.1 were trends. Plotted averages depict means ± S.E.M. Sample sizes were selected based on our prior work in similar, gestational exposure models^19,20,24^.

For mRNA-Seq analyses, Illumina adapters were removed using Trim Galore (version 0.4.1) and verified by FastQC (version 0.5.2). Data were quasi-mapped to GENCODE version M16 GRCm38 (mm10) assembly and quantified using parameters –bias –bootstrap-samples = 200 –rf-stranded in Kallisto (version 0.43.1)^25–27^. The average mapping efficiency (~89%; average 28,335,347 mapped reads per sample) determined here was consistent with the literature^25,27^. Read data were pooled across lanes (average reads/sample: 31,707,708). Differential gene expression was determined using high sensitivity, qPCR-validated methods (Sleuth version 0.29.0 pipeline in R statistical computing)^28,29^. Estimates of transcript abundance (Kallisto) were normalized to gene length for gene level analysis. A principle component analysis approach was used to assess variance between samples and resultant data analyzed using a linear model (scaled reads per base as the response variable, treatment group as the explanatory variable). Males and females were analyzed separately (*n* = 4 per group per sex except *n* = 3 for female AVP, excluding one outlier for high variance). Statistical differences between treatment groups (false discovery rate <0.05) were calculated via the Wald test, with beta values (Sleuth) as effect sizes. For functional annotation, significantly changed genes (*p* < 0.05) were used as input for PANTHER (version 15.0) GO-Biological Process binomial overrepresentation testing^30^. RNA sequencing data are publicly available at GEO (GSE160676).

For a secondary analysis of previously-published E12.5 placental mRNA-seq results^15^ for ASD candidate gene overrepresentation, differentially-expressed transcripts were compared to Simons Foundation for Autism Research Initiative (SFARI) Human Genes (835 score 1–3 genes and 78 syndromic genes, downloaded March 24, 2020) using enrichment testing via the one-tailed Fisher’s exact test in R Studio.

## Results

### Gestational and offspring growth outcomes

As previously reported^15^, AVP-infused dams had higher urine protein at E18 [mean ± SEM; saline: 1.10 ± 0.23 ng/μL, AVP: 3.00 ± 0.50 ng/μL; *t*(9)=3.66, *p* = 0.005)], indicating the renal dysfunction that is cardinal to preeclampsia^31^. Litter size (median, range; saline: 7, 5–8; AVP: 7, 5–9) and resorptions at E18 (saline: 0, 0–4; AVP: 1.5, 0–3) were unchanged by AVP infusion. Additionally, no notable dam morbidity, mortality, or other gestational complications occurred.

Offspring body size at E14 was unaffected by maternal AVP infusion (Supplementary Fig. 1A), but AVP-exposed offspring weighed less at E18 [main effect of AVP by two-way ANOVA *p* < 0.001, *F*_1,58_ = 15.10); AVP-exposed E18 males weighed significantly less and females trended smaller [posthoc *t*-test males: *t*(36) = 3.375, *p* = 0.0018; females: *t*(22) = 2.275, *p* = 0.033, corrected alpha = 0.025] (Supplementary Fig. 1B). By P21, female AVP-exposed offspring weighed 9.7% more [interaction by two-way ANOVA *p* = 0.029, *F*_1,50_ = 5.069; posthoc *t*-test females: *t*(26) = 2.747, *p* = 0.011; males: *t*(24) = 0.753, *p* = 0.46, corrected alpha = 0.025] (Supplementary Fig. 1C), a phenotype that persisted into adulthood when females weighed 6.2% more and males remained unchanged [main effect of AVP by two-way ANOVA *p* = 0.0097, *F*_1,46_ = 7.286; posthoc *t*-test females: *t*(23) = 3.926, *p* = 0.0007; males: *t*(23) = 1.144, *p* = 0.26, corrected alpha = 0.025] (Supplementary Fig. 1D).

### Adult offspring behavior

AVP-exposed female, but not male, offspring exhibited decreased rotarod procedural learning relative to controls [females: *t*(22) = 2.095, *p* = 0.048] (Fig. 1A, D). Critically, there were no differences among males or females in pre-training performance (Fig. 1A, D). Procedural learning deficits were paired with trend-wise working memory deficits in AVP-exposed female, but not male, offspring, evidenced by trend-decreased Y-maze spontaneous alternation [females: *t*(10) = 1.953, *p* = 0.079] (Fig. 1B, E).

**Fig. 1:**
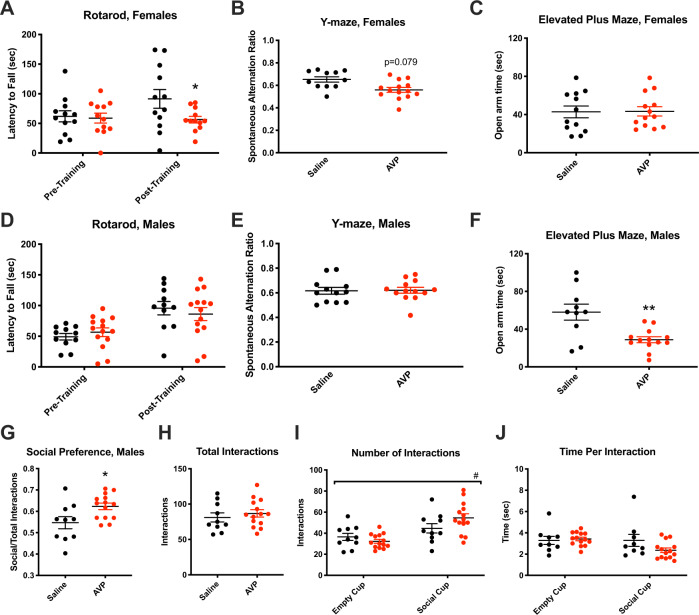
Adult offspring behavior was sex-specifically changed by prenatal maternal AVP. **a** AVP-exposed adult females exhibited decreased post-training performance on the rotarod procedural learning task (*p* = 0.048), while (**d**) male rotarod learning was unchanged by AVP status. **b** Trend-significant working memory deficits, as measured by spontaneous alternations on the Y-maze, also occurred in AVP-exposed female (*p* = 0.079), but not male (**e**), offspring. **c** While AVP-exposed female did not exhibit anxiety-like behavior changes, **f** AVP-exposed male offspring spent significantly decreased time on the open arm of the elevated plus maze (*p* = 0.0019). **g** Social preference was significantly (*p* = 0.018) increased in AVP-exposed male offspring, while (**h**) total interactions were unchanged. **i** Offspring from both conditions had significantly more interactions with the social cup than with the empty cup [main effect of cup type by two-way ANOVA *p* < 0.0001, *F*_1,44_ = 19.31], while (**j**) time spent at each cup did not differ by condition. ^#^*p* < 0.0001 by two-way ANOVA, *p < 0.05, **p < 0.005 per two-sample *t*-test, error bars represent SEM. 4 litters per condition, 1–6 offspring per sex per litter.

AVP-exposed male, but not female, offspring exhibited increased anxiety-like behavior, demonstrated by decreased time in the open arm of the elevated plus maze [*t*(21) = 3.554, *p* = 0.0019] (Fig. 1C, F). Open field behavior (e.g., time spent in the center of the field, total distance traveled) did not differ between groups (Supplementary Fig. 2).

To assess social behavior, the three-chamber social preference task was employed in male offspring. AVP-exposed male offspring exhibited increased sociability relative to controls [*t*(22) = 2.547, *p* = 0.0184] (Fig. 1G). The total number of interactions with both cups did not differ between groups (Fig. 1H), and both saline- and AVP-exposed offspring had more total interactions with the social than empty cup (main effect of cup type by two-way ANOVA *p* < 0.0001, *F*_1,44_ = 19.31) (Fig. 1I). Time spent per interaction with each cup did not differ between groups (Fig. 1J).

### Adult offspring neurobiology

Given robust, sex-specific changes in adult offspring behavior after gestational AVP, we next examined whether adult neurobiology was impacted in males and females. Adult cortical volume, total cell density, neuronal density, and macroglia (astrocytes and oligodendrocytes) densities were not changed by AVP in male or female offspring (Supplementary Fig. 3A–D). Likewise, prefrontal cortex, corpus callosum, and hippocampal (DG and CA) volumes were unchanged (Supplementary Fig. 3E–H).

Despite no changes elsewhere, caudate–putamen volume was increased only in AVP-exposed females [*t*(8) = 2.498, *p* = 0.037], similar to female-specific procedural learning deficits. Caudate–putamen volume relative to cortical volume was also increased only in female AVP-exposed offspring [*t*(8) = 2.873, *p* = 0.021] (Fig. 2A, B). Caudate–putamen cell density was unchanged, such that total cell number was trend-increased in AVP-exposed females relative to controls [*t*(8) = 2.274, *p* = 0.053] (Fig. 2C, D). Female post-training rotarod performance was negatively correlated with caudate–putamen cell number (Fig. 2E) [*F*(8) = 22.58, *R* = −0.6809; *p* = 0.0014 by exploratory analyses; *q* = 0.0056 after Benjamini–Hochberg FDR correction].

**Fig. 2:**
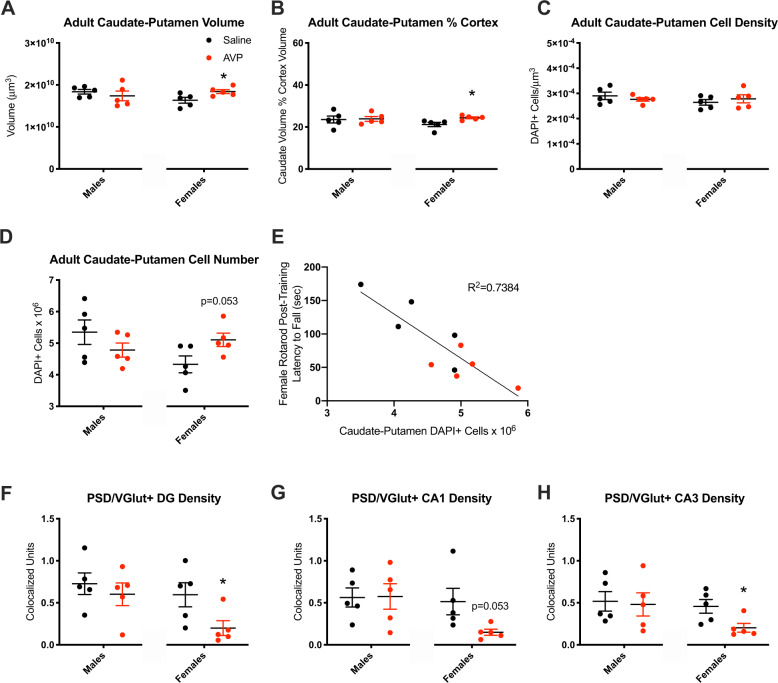
Adult offspring neurobiology was altered by maternal AVP. **a** AVP-exposed females had increased caudate–putamen volume (*p* = 0.037), (**b**) as well as increased caudate–putamen volume relative to cortex volume (*p* = 0.021). **c** Caudate–putamen cell density was unchanged. **d** The number of cells in the caudate–putamen was trend-increased in AVP-exposed females (*p* = 0.053). **e** Caudate–putamen cell numbers were inversely correlated with post-training rotarod performance in adult female offspring (*R* = −0.6809; *p* = 0.0014 by exploratory analyses; *q* = 0.0056 after Benjamini–Hochberg FDR correction). **f** Excitatory synapse density (PSD95/VGlut1 colocalization) was decreased in the DG in AVP-exposed females (*p* = 0.046), and (**g**) trend-decreased in the CA1 (*p* = 0.053) and decreased in the (**h**) CA3 (*p* = 0.030) regions. *p < 0.05 per two-sample *t*-test, error bars represent SEM. 2–3 litters per condition, 1–3 brains per sex per litter.

Given abnormalities in memory-related behavior in female AVP-exposed offspring, we also assessed excitatory synapse density in memory-related brain areas—the hippocampal DG, CA1, and CA3 and prefrontal cortex. This revealed a decreased density in the DG only in AVP-exposed females [*t*(8) = 2.356, *p* = 0.046] (Fig. 2F). PSD95/VGlut1 colocalized puncta density in AVP-exposed females was likewise trend-decreased in CA1 [*t*(8) = 2.263, *p* = 0.053] and decreased in CA3 [*t*(8) = 2.630, *p* = 0.030] (Fig. 2G, H). Unlike the hippocampus, PSD95/VGlut1 colocalized puncta density in the prefrontal cortex was unchanged (male saline: 0.488 ± 0.067, AVP: 0.368 ± 0.041; female saline: 0.470 ± 0.056, AVP: 0.451 ± 0.041).

### Juvenile offspring neurobiology

To trace the neurodevelopmental origins of abnormal behavior and neurobiology in AVP-exposed adult offspring, we next assessed juvenile (P7) offspring brain. Unlike adults, P7 AVP condition female offspring had significantly smaller cortical volumes, while cortical volumes trended smaller in AVP condition males [females: *t*(8) = 2.341, *p* = 0.047, males: *t*(8) = 2.258, *p* = 0.054] (Fig. 3A). Cortical cell density and cell number were not changed at P7, nor was corpus callosum volume, as in adults (Fig. 3B, C, D).

**Fig. 3:**
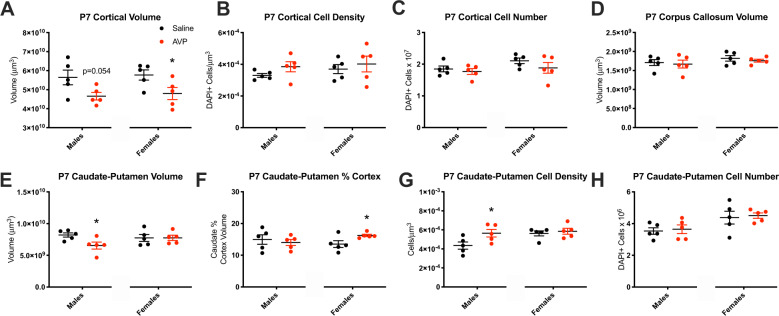
Juvenile offspring neurobiology was altered by maternal AVP. **a** Cortical volume in postnatal day 7 (P7) offspring was trend-smaller in males (*p* = 0.054) and significantly smaller in AVP-exposed females (*p* = 0.047). **b** Cortical cell density and (**c**) cell number were not changed by AVP at P7, (**d**) nor was corpus callosum volume, in either sex. **e** The caudate–putamen was smaller by volume in P7 male AVP-exposed offspring (*p* = 0.032), while (**f**) caudate–putamen volume relative to cortical volume was increased among P7 AVP-exposed females (*p* = 0.043). **g** The density of cells in the caudate was increased in P7 AVP-exposed males (*p* = 0.046), resulting in (**h**) an unchanged number of cells with AVP exposure in either sex. *p < 0.05 per two-sample *t*-test, error bars represent SEM. 2 litters per condition, 2–3 brains per sex per litter.

Given adult AVP-exposed female caudate–putamen changes, we also assessed P7 caudate–putamen volume and cell number. Unlike adults, P7 male AVP-exposed offspring exhibited a decrease in caudate–putamen volume [*t*(8) = 2.594, *p* = 0.032] while females were unchanged (Fig. 3E). Notably, as in adults, caudate–putamen volume relative to cortical volume was increased among P7 AVP females [*t*(8) = 2.397, *p* = 0.043] (Fig. 3F), indicating a potential precursor for adult AVP-exposed female enlargements (Fig. 2I). Further assessment revealed increased caudate–putamen cell density in P7 AVP-exposed males [*t*(8) = 2.353, *p* = 0.046] (Fig. 3G), such that the total number of cells in the caudate–putamen was unchanged as in adults (Fig. 3H).

### Embryonic offspring neurobiology

E18 offspring neurobiology was evaluated to determine the embryonic origins of postnatal impacts. As at P7, E18 dorsal forebrain (the cortical precursor) was trend-smaller in AVP-condition offspring [males: *t*(10) = 2.184, *p* = 0.054, females: *t*(10) = 1.903, *p* = 0.086] (Fig. 4A). When dorsal forebrain volume was measured relative to body mass, an important analog of brain-symmetrical or asymmetrical human fetal growth deficits^14^, there were no group differences, demonstrating a brain-symmetrical (non-brain-sparing) IUGR phenotype (Fig. 4B). Dorsal forebrain cell density increased with AVP exposure [males: *t*(10) = 3.244, *p* = 0.009, females: *t*(10) = 2.442, *p* = 0.035] (Fig. 4C) such that total cell number in forebrain was unchanged (Fig. 4D) as found postnatally, despite a smaller embryonic dorsal forebrain.

**Fig. 4:**
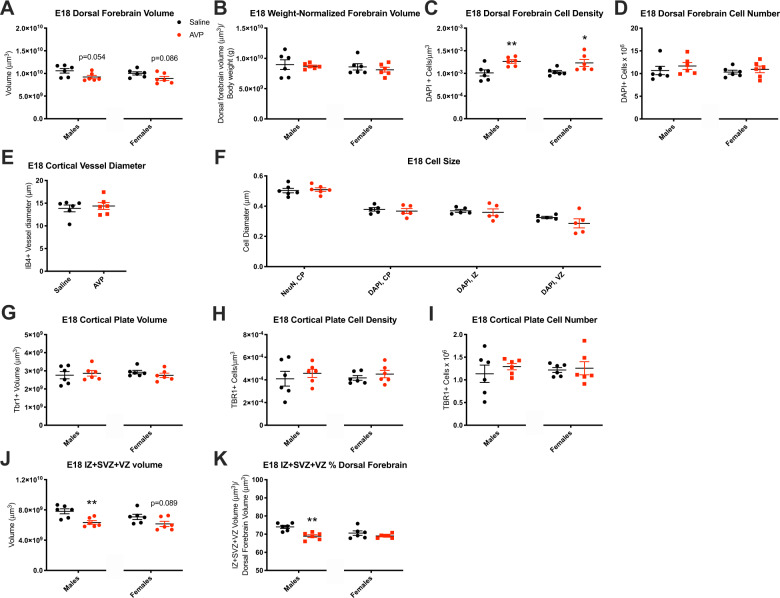
Embryonic offspring neurobiology was altered by maternal AVP. **a** The embryonic day (E) 18 dorsal forebrain was trend-smaller in AVP-condition offspring (males: *p* = 0.054, females: *p* = 0.086), which reflected (**b**) symmetrical growth restriction relative to body weight decrements with AVP exposure. **c** Dorsal forebrain cell density significantly increased with AVP exposure in male and female offspring [males: *p* = 0.009, females: *p* = 0.035] such that (**d**) the total forebrain cell number was unchanged. These volume differences were not accounted for by (**e**) changes in cortical vessel diameter or (**f**) cell size across the cortical plate (CP), intermediate (IZ), or ventricular (VZ) zones. **g** The TBR1-labeled cortical plate volume, (**h**) cell density, (**i**) and cell number were unchanged with AVP. **j** The volume of the intermediate, subventricular, and ventricular zones (IZ + SVZ + VZ) was significantly smaller in E18 AVP-exposed male offspring and trend-smaller in AVP-exposed female offspring (males: *p* = 0.005, females: *p* = 0.089), (**k**) also reflected by a decreased proportion of dorsal forebrain occupied by IZ + SVZ + VZ in AVP-exposed males (*p* = 0.001). *p < 0.05, **p < 0.01 per two-sample *t*-test, error bars represent SEM. 3 litters per condition, 1–3 brains per sex per litter.

We next assessed whether other contributions to volume might account for the trend E18 dorsal forebrain volume decrements with AVP. One potential contributor is cerebrovasculature. Cortical vessel diameter was unchanged with AVP exposure (Fig. 4E). Furthermore, given no change in dorsal forebrain cell numbers with AVP exposure at E18 (Fig. 4D), we assessed cell size across multiple dorsal forebrain subregions. Terminally-differentiated, NeuN+ cell diameter in the cortical plate was not changed, nor was the diameter of DAPI + cells in other subregions (Fig. 4F). Collectively, these results demonstrate that dorsal forebrain decrements at E18 with AVP were likely due to extracellular changes, rather than changes to cerebrovasculature or to cells themselves (number or size).

Unlike the dorsal forebrain overall, the cortical plate volume, defined here with TBR1 immunohistochemical labeling, was unchanged with AVP exposure (Fig. 4G). Cortical plate TBR1 + cell density and number were likewise unchanged with AVP (Fig. 4H, I).

Given that decreased dorsal forebrain volume was not accounted for by decreased cell number, cell size (Fig. 4D, F), or cortical plate volume (Fig. 4G), we assessed intermediate, subventricular, and ventricular zone volume. The volume of these transitory embryonic brain regions was significantly smaller in E18 AVP-exposed male offspring and trend-smaller in AVP-exposed female offspring [males: *t*(10) = 3.606, *p* = 0.005, females: *t*(10) = 1.880, *p* = 0.089] (Fig. 4J). This was also reflected in the proportion of dorsal forebrain occupied by the IZ + SVZ + VZ, which was significantly decreased in AVP-exposed males [*t*(10) = 4.349, *p* = 0.001] (Fig. 4K). In summary, E18 volume assessments revealed that dorsal forebrain was smaller with AVP exposure despite unchanged dorsal forebrain cell number. This impact occurred not in cortical plate but in the transitory intermediate, subventricular, and ventricular zones. At E14, dorsal forebrain volume differences were not present (saline: 1.64 × 10^9^ ± 6.90 × 10^7^ μm^3^, AVP: 1.48 × 10^9^ ± 7.25 × 10^7^ μm^3^; *n* = 6, 5 from 3, 4 respective litters).

### Embryonic offspring transcriptomics

To understand this impact of maternal AVP administration on E18 offspring dorsal forebrain, we also assessed transcriptomic changes. mRNA-seq revealed 49 differentially expressed (DE) genes with AVP exposure (11 down, 38 up) in male dorsal forebrain (Supplementary Table 2) and 31 (1 down, 30 up) in female (*n* = 4 per condition per sex except *n* = 3 for female AVP, excluding one outlier for high variance; Supplementary Table 3 and Supplementary Fig. 4). 

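Total RNA from E18 dorsal forebrain was sequenced as stranded mRNA libraries from 4 AVP males, 4 saline males, 3 AVP females and 4 saline females. The authors quasi-mapped the reads to GENCODE M16 transcripts (GRCm38) with Kallisto. The deposited table holds TPM, with 1 value per transcript and library. TPM are relative to transcript length and to the library's own total, so the depth behind a single value is unknown, and no counting interval or detection limit was given. The paper gives averages over the samples for reads, mapped reads and mapping efficiency, and the TPM table gives none of these per library. The TPM of transcripts were summed to 53337 genes with the GENCODE M21 annotation of the same assembly, and 404 transcripts without a gene in it were left out. Those transcripts held between 0.154% and 0.199% of a library's TPM. AVP and saline libraries were compared within each sex by limma's test with a mean-variance trend on log2(TPM + 0.5), two-sided, with Benjamini-Hochberg adjustment. The test covered genes with at least 1 TPM in at least 50% of that sex's libraries, and the threshold was an adjusted p of 0.05. A log2 fold change on this scale understates the change of genes with low TPM. The paper's own test used Sleuth on scaled reads per base with bootstrap estimates, which the TPM table does not hold.
The sex in the labels was checked with Xist and 4 Y-linked genes, Ddx3y, Uty, Kdm5d and Eif2s3y. In 14 libraries these transcripts matched the label. The library labelled saline male 12 had 266 TPM of Xist, within the 174 to 294 TPM of the female libraries. Its summed TPM of the Y-linked genes was 0.489, against 102 to 155 in the other males and at most 1.01 in the females. It was analysed under its label.

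**Figure D1:**
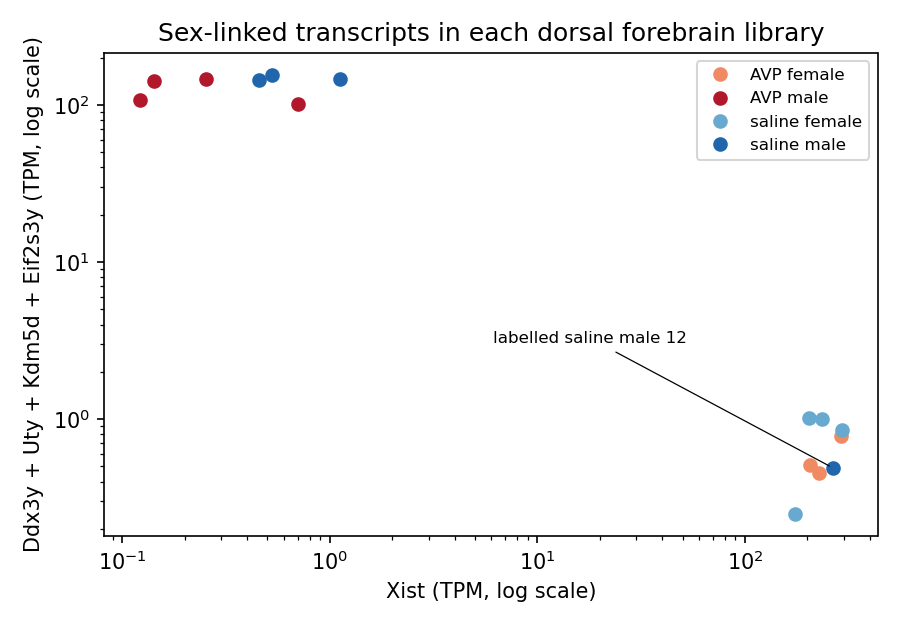
TPM of Xist against the summed TPM of the 4 Y-linked genes in the 15 libraries, on log axes, with 1 point per library coloured by its labelled group. The library labelled saline male 12 lies among the female libraries, at 266 TPM of Xist.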

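In male dorsal forebrain, 15271 genes were tested. Of these, 1 gene had an adjusted p under 0.05 and 2057 had an unadjusted p under 0.05. The gene was Mir6392 (ENSMUSG00000098882), a microRNA gene on chromosome 15 from 84168270 to 84168377, inside Pnpla3 on the same strand. Its annotated transcript is 108 nt long. It was listed at 0 TPM in the 4 AVP males, and at 9.34, 11.1, 17.7 and 3.87 TPM in the saline males (adjusted p = 0.0187, limma). In females it was listed at 6.96, 14.9 and 4.32 TPM with AVP, and at 0, 9.77, 0 and 4.02 TPM with saline, so values of 0 also occurred without AVP. Its interaction of treatment and sex did not pass the threshold (adjusted p = 0.896, limma). In female dorsal forebrain, 0 of 15132 genes passed the threshold and 683 had an unadjusted p under 0.05. A Wald z test after Sleuth's scheme was run without the bootstrap variance and without scaling between libraries beyond the TPM. The paper's own test was on scaled reads per base. The z test gave 108 genes in males, 5 higher and 103 lower with AVP. In females it gave 16, 15 higher and 1 lower. The same test with median-of-ratios scaling, chosen after seeing the data, gave 91 genes in males, 49 higher and 42 lower, and 44 in females, 38 higher and 6 lower. Without the library labelled saline male 12, that test gave far fewer genes in males. It then called 7 of the genes in Supplementary Table 2, in place of 36. That test was not run without any other library, so an effect of this library and one of fewer libraries cannot be told apart. In limma's fits that each left out 1 male library, 28 to 39 of the paper's male genes passed adjusted over the list alone. Without the library labelled saline male 12 it was 34. Single libraries also moved the counts of genes past the threshold in limma's test, which are given next. Without AVP male 2 there were 6 genes in males, and without AVP male 8 or 9 there were 5. Without the library labelled saline male 12 there were 0 genes in males under limma (1225 with an unadjusted p under 0.05). The count was also 0 without AVP male 1 (1233), saline male 5 (1967) or saline male 13 (1878). In the fits without a saline male, Mir6392 fell under the filter and was not tested. With 0 TPM in the AVP males, its loss in those fits was fixed by the filter. Without saline female 15 there were 6 genes in females, and without saline female 7 or AVP female 11 there was 1.
Of the 49 genes in Supplementary Table 2, 45 were tested in males. Over all genes tested, 0 of them passed the threshold, and 41 did so adjusted over the list alone. Of the 31 genes in Supplementary Table 3, tested in females, 0 passed over all genes tested and 31 passed adjusted over the list alone. The study chose both lists on these libraries, so the counts over the lists alone are not independent evidence. All 45 male genes and all 31 female genes changed in the direction of the paper's tables.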

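Among the genes the paper names for males, Capn11 (ENSMUSG00000058626, chromosome 17, 45630204 to 45659325) had 0.0816 ± 0.0595 TPM (SD, n = 4) in AVP males and 3.29 ± 2.41 TPM (SD, n = 4) in saline males. Slc26a4 (ENSMUSG00000020651, chromosome 12, 31519827 to 31559969) had 0.0359 ± 0.0478 TPM with AVP and 0.438 ± 0.320 TPM with saline. Gdf1 (ENSMUSG00000109523, chromosome 8, 70329817 to 70331587) had 3.89 ± 3.48 TPM with AVP. In saline males it was listed at 0 in 3 libraries and at 0.399 TPM in saline male 5. All 1349 exonic bases of Gdf1 also belong to exons of Cers1 on the same strand. Fgf15 (ENSMUSG00000031073, chromosome 7, 144896531 to 144900953) had 0.763 ± 0.359 TPM with AVP and 0.0903 ± 0.0999 TPM with saline. These 4 genes fell under the filter on low TPM in males. The differences in mean log2(TPM + 0.5) were -2.41 for Capn11, -0.76 for Slc26a4, 2.50 for Gdf1 and 1.06 for Fgf15. A pseudocount of 0.1 in place of 0.5 moved them to -3.86, -1.88, 4.15 and 2.21. The log2 ratios of the group means without a pseudocount, chosen after seeing the values, were -5.33, -3.61, 5.29 and 3.08. Tfap2d (ENSMUSG00000042596, chromosome 1, 19103022 to 19166346) had 6.21 ± 1.68 TPM with AVP and 2.86 ± 0.564 TPM with saline. Its log2 fold change was 0.98 (standard error 0.21, adjusted p = 0.304, limma), and it stayed between 0.83 and 1.13 with each male library left out in turn. For each of these 5 genes, the AVP and saline libraries did not overlap. The exact two-sided permutation p on log2(TPM + 0.5) was 0.0286 for each, the smallest that 4 against 4 libraries allow, and also 0.0286 after adjustment over the 5 genes. The study picked the genes on these libraries, so these p-values are not independent evidence.

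**Figure D2:**
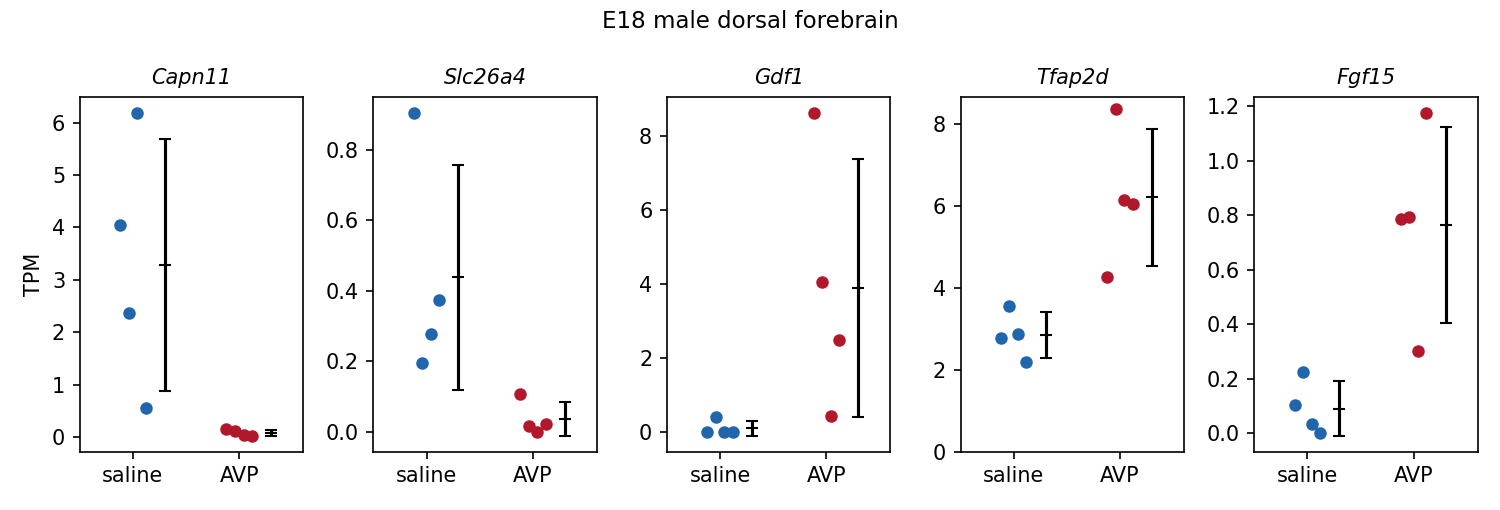
TPM of Capn11, Slc26a4, Gdf1, Tfap2d and Fgf15 in each male library, with the mean and SD beside the points. In each panel the AVP libraries lie on 1 side of the saline libraries, and Gdf1 reaches 0.399 TPM in 1 saline library.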

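In females, Cped1 (ENSMUSG00000062980, chromosome 6, 21985916 to 22256404) had 4.47 ± 0.519 TPM (SD, n = 3) with AVP and 1.81 ± 0.276 TPM (SD, n = 4) with saline. The log2 fold change was 1.11 (standard error 0.19). Gprc5c (ENSMUSG00000051043, chromosome 11, 114851152 to 114872617) had 3.14 ± 0.725 TPM with AVP and 1.44 ± 0.139 TPM with saline, a log2 fold change of 0.89. Postn (ENSMUSG00000027750, chromosome 3, 54361109 to 54391037) had 30.2 ± 6.67 TPM with AVP and 13.6 ± 1.65 TPM with saline, a log2 fold change of 1.11. Mrc1 (ENSMUSG00000026712, chromosome 2, 14229392 to 14332057) had 8.04 ± 0.408 TPM with AVP and 3.73 ± 0.773 TPM with saline, a log2 fold change of 1.03. Lox (ENSMUSG00000024529, chromosome 18, 52516067 to 52529867) had 6.62 ± 0.823 TPM with AVP and 3.03 ± 0.713 TPM with saline, a log2 fold change of 1.03. The adjusted p was 0.998 for each of the 5 genes (limma). In each, the 3 AVP females were higher than the 4 saline females, with an exact two-sided permutation p of 0.0286, the smallest that 3 against 4 libraries allow, before and after adjustment over the 5 genes. The study chose these genes too on the libraries tested here. With each female library left out in turn, the log2 fold change of Gprc5c ranged from 0.74 to 1.02 and that of Postn from 0.94 to 1.25. In the Wald z test after Sleuth's scheme, Postn (adjusted p = 6.9e-06), Mrc1 (adjusted p = 0.00884), Lox (adjusted p = 0.0148) and Cped1 (adjusted p = 0.0211) passed the threshold.

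**Figure D3:**
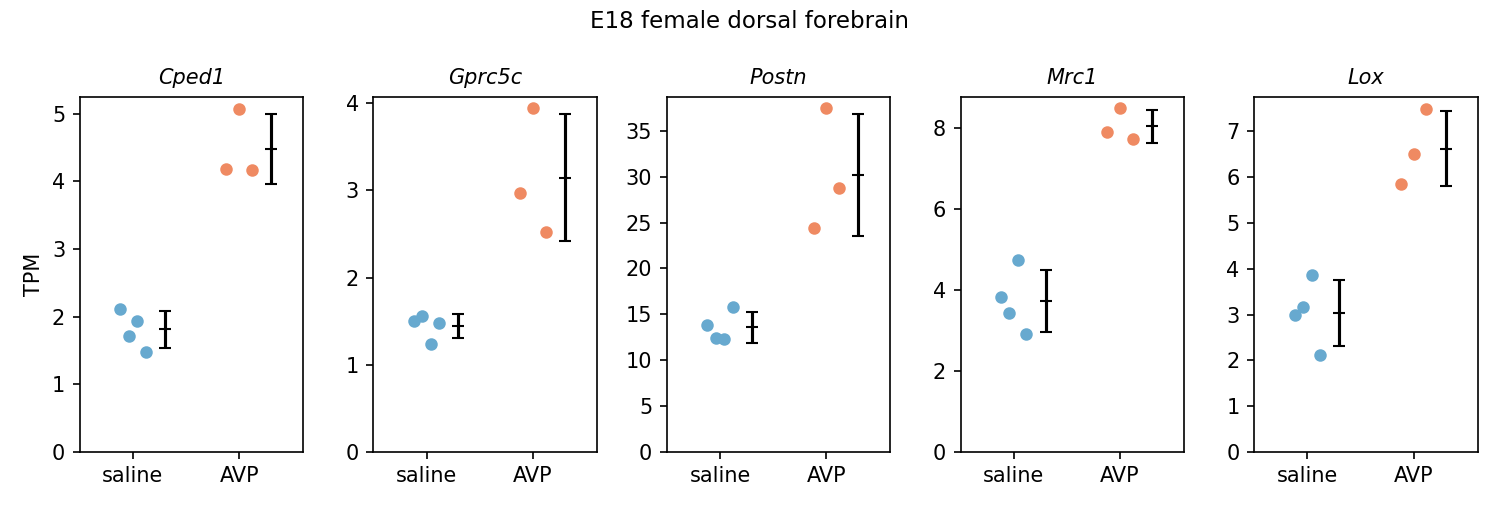
TPM of Cped1, Gprc5c, Postn, Mrc1 and Lox in each female library, with the mean and SD beside the points. The 3 AVP libraries lie above the 4 saline libraries in each panel.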

Among the top five DE genes by fold change were genes involved in development (males: *Capn11, Slc26a4*; females: *Cped1, Gprc5c, Postn, Mrc1*), neurodifferentiation and neurogenesis (males: *Gdf1, Tfap2d*; females: *Mrc1*), cortical patterning and development (males: *Fgf15*), and immune function (females: *Mrc1, Postn, Cped1, Lox*).

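The difference between the sexes was tested as the interaction of treatment and sex over all 15 libraries. Of 15078 genes tested, 0 passed the threshold and 624 had an unadjusted p under 0.05 (limma). Without saline male 4, the count was 1. Of the genes in Supplementary Table 2, 46 were tested in the interaction, where 0 passed the threshold and 16 had an unadjusted p under 0.05. Of those in Supplementary Table 3, 31 were tested, 0 passed and 9 had an unadjusted p under 0.05. The study chose both lists for their effect in 1 sex on these libraries, which favours a difference between the sexes. The counts with an unadjusted p under 0.05 are thus not independent evidence of such a difference. Among the female libraries, 23 of 46 male genes changed in the direction that the paper's table gives for males. Among the male libraries, 20 of 31 female genes changed in the direction given for females. In both cases 0 of them had an unadjusted p under 0.05. Littermates were not modelled, because the labels do not link samples to litters. The paper's over-representation test was not repeated, and sets of genes fixed by symbol were tested in its place.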

Functional annotation (via PANTHERDB) of DE genes with AVP exposure revealed distinct biological processes impacted in males and females (Fig. 5A). 

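The set of 44 genes whose symbols name a collagen chain was tested in females, where 29 of them passed the filter on low TPM. Their median log2 fold change was 0.43, which is 0.48 above the median of all genes, and 23 of 29 were higher with AVP. By an exact permutation test of that distance from the median over the 35 splits of the libraries, two-sided, p was 0.0571. The set thus did not pass 0.05 by that test, although its means in single libraries did not overlap between AVP and saline females. No test was run on those means, which are not relative to all genes. The set passed in limma's camera with a preset correlation of 0.01 between genes, in fry and in camera with the correlation estimated from the data, which model the variance across genes. Without the 4 genes on the paper's list, Col1a1, Col1a2, Col5a2 and Col6a2, the remaining 25 lay 0.44 above the median of all genes and passed under fry. Those 4 genes had log2 fold changes of 0.77 for Col1a1, 0.86 for Col1a2, 0.69 for Col5a2 and 0.79 for Col6a2, each with an adjusted p of 0.998 (limma). In males the collagen genes lay 0.07 above the median of all genes, and 29 of the 35 splits put them as far from it. That direction reversed without AVP male 2, to -0.03, and without saline male 4, to -0.15. The difference between the sexes was 0.47. It passed under camera but not under fry or with the correlation estimated. With no filter on low TPM, the alternative that moved the female value most, the set lay 0.24 above the median of all genes and did not pass under fry. It also failed fry without AVP female 10 and in 1 fit of all 15 libraries.

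**Figure D4:**
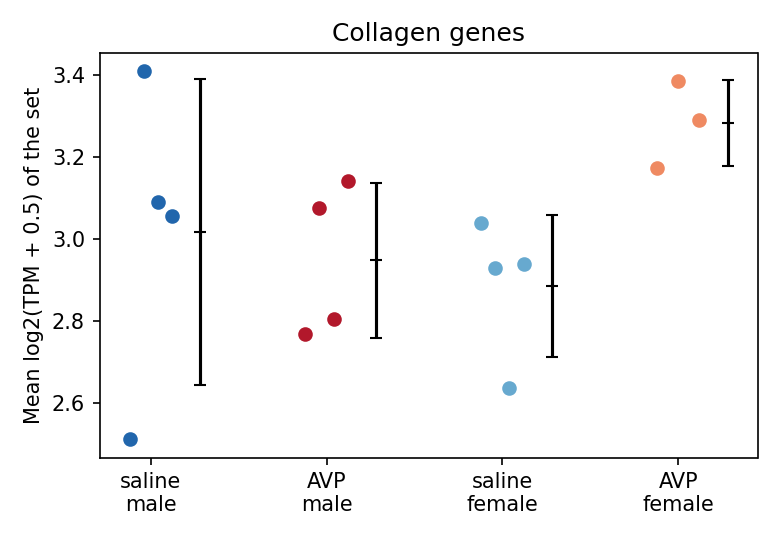
Mean log2(TPM + 0.5) of 29 collagen genes in each library, by group, with the mean and SD beside the points. The 3 AVP females lie between 3.17 and 3.39, and the 4 saline females between 2.64 and 3.04.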

In females, extracellular protein-related pathways (e.g., collagen biosynthesis) were altered. In males, the broader “cytoplasmic translation” process was the only one significantly overrepresented by DE genes with AVP exposure.

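The set of 80 cytoplasmic ribosomal protein genes was tested in males. The median log2 fold change of all genes in males was -0.10, so the set is given relative to it. The set lay 0.23 above the median of all genes, with a median of 0.12, and 76 of 80 genes were higher with AVP. By an exact permutation test of that distance from the median over the 35 splits, two-sided, p was 0.0286, the smallest the design allows. The set's means in single libraries, which are not relative to all genes, overlapped. AVP male 8, at 9.98, lay below saline males 4 and 5, both at 9.99. No test was run on these means. The set passed under camera, under fry and with the correlation estimated. Adjusted over 16 lists tested in males it passed under camera and not under fry (adjusted p = 0.484, limma). Of the set, 6 genes are on the paper's male list. Without them it lay 0.21 above the median of all genes. Rpl13 (ENSMUSG00000000740, chromosome 8, 123102350 to 123105244) had 1115 ± 82.0 TPM (SD, n = 4) with AVP and 883 ± 53.1 TPM (SD, n = 4) with saline. Its log2 fold change was 0.34 (standard error 0.07, adjusted p = 0.304, limma). The log2 fold changes of the other 5 ranged from 0.18 for Rpl11 to 0.25 for Rps21, and their adjusted p from 0.304 to 0.310 (limma). Quantile normalization moved the set's value most, to 0.02 above the median of all genes. Without the library labelled saline male 12 the set lay 0.19 above the median. It then no longer passed under fry, as was also the case without AVP male 1, AVP male 2, AVP male 9 or saline male 13, and in 1 fit of all 15 libraries. In females the set lay 0.07 above the median of all genes (exact permutation p = 0.743), and it passed under camera and not under fry. It lay -0.06 from the median without AVP female 11 and 0.27 above it without AVP female 10. The difference between the sexes was -0.17, passing under camera and not under fry, and 0.03 without AVP female 10. The paper proposes dysregulated translation as a potential source of the reduced dorsal forebrain volume.

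**Figure D5:**
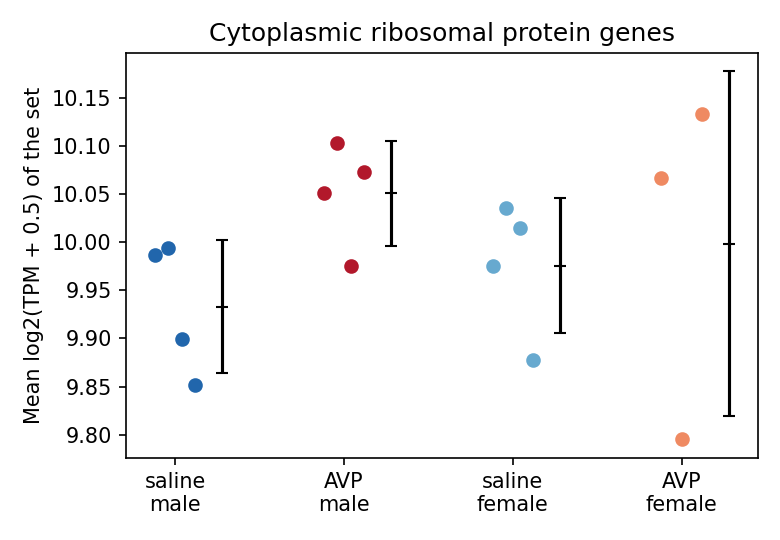
Mean log2(TPM + 0.5) of the 80 cytoplasmic ribosomal protein genes in each library, by group, with the mean and SD beside the points. The AVP males lie between 9.98 and 10.10, and the saline males between 9.85 and 9.99. The axis does not start at 0.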

**Fig. 5:**
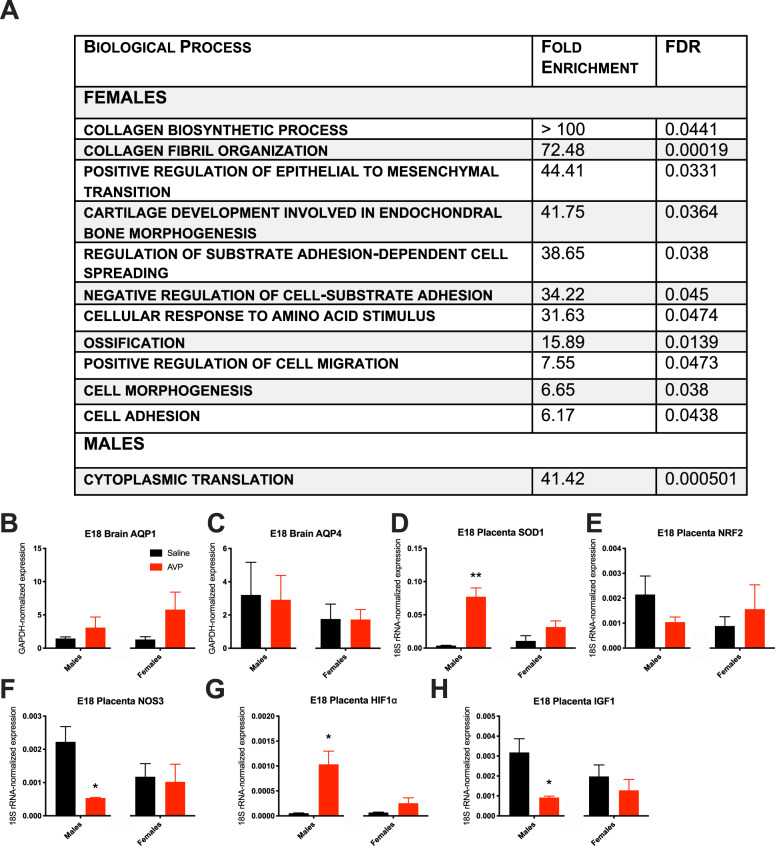
Transcription indicates E18 cortical sex-specific changes and E18 placental male-specific redox and functional changes with maternal AVP. **a** Functional annotation of DE genes with AVP exposure revealed 11 DE biological processes in females and 1 in males with AVP exposure via PANTHERDB. *n* = 4 per group per sex except *n* = 3 for female AVP, excluding one outlier for high variance, each from an independent litter. **b** Embryonic day (E) 18 dorsal forebrain expression of Aquaporin 1 (*AQP1*) and **c** Aquaporin 4 (*AQP4*) were not changed by maternal AVP. **d** Transcript levels of superoxide dismutase (*SOD1*) were significantly increased with AVP exposure in E18 placentas of AVP-exposed males (*p* = 0.005). **e** Levels of erythroid 2–related factor 2 (*NRF2*) transcripts were unchanged. **f** An AVP male-specific decrease occurred in placental nitric oxide synthase 3 (*NOS3*) transcripts (*p* = 0.021). **g** Placental hypoxia-inducible factor 1-alpha (HIF1α) expression increased with AVP exposure in male offspring (*p* = 0.021). **h** Insulin-like growth factor 1 (*IGF1*) expression decreased specifically in males (*p* = 0.031). *p < 0.05, **p < 0.01 per two-sample *t*-test, error bars represent SEM.

Finally, to interrogate potential dysregulation of osmotic control by direct AVP action^32^ in the developing brain, E18 dorsal forebrain was assessed for altered aquaporins. Neither aquaporin 1 (*Aqp1*) nor 4 (*Aqp4*) expression was significantly changed by AVP (Fig. 5B, C).

### Placental gene expression

We next assessed E18 placental changes with maternal AVP. Expression of superoxide dismutase (*Sod1*), an endogenous antioxidant enzyme, was significantly increased with AVP exposure in males [*t*(4) = 5.609, *p* = 0.005], while another redox responsive molecule, nuclear factor erythroid 2–related factor 2 (*Nrf2*), was unchanged (Fig. 5D, E). A male-specific decrease occurred in nitric oxide synthase 3 (*Nos3*), which produces the redox-active molecule nitric oxide and is thus involved in angiogenic and vascular regulation [*t*(4) = 3.669, *p* = 0.021] (Fig. 5F). Placental hypoxia-inducible factor 1-alpha (*Hif1*α) expression increased with AVP in male offspring placenta [*t*(4) = 3.689, *p* = 0.021] (Fig. 5G). Insulin-like growth factor 1 (*Igf1*) expression was also decreased specifically in males [*t*(4) = 3.270, *p* = 0.031] (Fig. 5H), indicating broad placental anabolic and growth dysfunction.

To complement our late-gestation assessments here, we performed a secondary analysis of published placental transcriptomics in the same AVP model assessed in mid-gestation (E12.5). Given the link between preeclampsia and ASD and out own autism-relevant neurobehavioral outcomes, we assessed for over-representation of ASD high confidence genes in the DE genes of E12.5 AVP-exposed placenta. Of 87 genes altered by AVP exposure in E12.5 placenta (25 down, 62 up)^15^, six were represented in the SFARI Human Gene Module as high or strong confidence genes (high confidence: *Tcf4, Ebf3, Mboat7*; strong confidence: *Sema5a, Usp15, Zmynd11*) and two as syndromic (*Rorα, Tti2*). This yielded an over-representation of SFARI genes (*p* = 0.023) among those altered by AVP exposure in E12.5 placenta.

## Discussion

Given the large and growing body of research evidencing a risk of preeclampsia to neurodevelopment, it is critical that mechanisms and physiology underlying this risk are studied in animal models^3^. In the present study, we determined that a chronic AVP infusion mouse model, validated for its relevance to preeclampsia^14,15^, resulted in altered offspring neurobiology and behavior.

From a mechanistic perspective, it is revealing that gestational AVP resulted in offspring behavioral changes here. In AVP-exposed male offspring, we found increased sociability and increased anxiety-like behavior on the elevated plus maze, while in females procedural learning was disrupted. Prior studies of the effect of gestational vasopressin administration on offspring behavior in rats have also revealed changes in memory-related processes, including reduced memory retrieval in male offspring^33^, enhanced retention in female offspring^34^, and better cue-discrimination in both sexes^35^. Differences in memory outcomes (deficits here vs enhancements reported previously) may be related to the model species used (rats vs mice) and AVP administration protocol differences (throughout gestation here, only late-gestation previously), as well as differing behavioral endpoints (rotarod and y-maze here vs foot-shock motivated brightness discrimination and passive avoidance tasks previously). The early and continuous gestational exposure to AVP employed in the present study which recapitulates early AVP changes in clinical preeclampsia may also illicit changes to downstream processes, including the oxidative stress and pro-inflammatory processes^15,16^, that are not otherwise initiated with a later, more abbreviated exposure.

Despite methodological differences, both our work and previous studies demonstrate that chronically increased maternal vasopressin is sufficient to cause sustained and significant changes to offspring brain function. Changes to anxiety and memory-related behaviors have also been noted in other animal models of preeclampsia, including the L-NAME treatment^36,37^ and PlGF deficiency models^38,39^. Here, we have expanded upon prior findings by also addressing potential neuromolecular and neurocellular changes in this model—sex-specific abnormalities in cortical and subcortical growth, and synaptic protein distribution, as well as embryonic brain transcriptomics.

The PlGF deficiency and L-NAME treatment models both specifically exhibited abnormal spatial memory^37,38^, coupled in the latter case with altered hippocampal neurogenesis^36^. Collectively, this work suggests common disruptions to memory neurocircuitry, as demonstrated by abnormal behavior and hippocampal synaptic densities in AVP-exposed female offspring here. Prior studies in animal models of gestational pro-inflammation, which also occurs in the L-NAME^40^ and AVP models and in clinical preeclampsia^16^, suggest a potential mechanism—maternal immune dysregulation may drive abnormalities in offspring hippocampal synaptic physiology^41,42^ and memory dysfunction^43^. AVP and its other impacts on physiology that overlap with L-NAME and PlGF exposure may therefore be mechanistically central to memory outcomes, though future work should more carefully examine the mechanisms by which impacts on different behavioral domains are changed.

AVP model effects on offspring behavior and the clinical literature overlap in critical aspects. For instance, offspring intelligence^8^, memory^44^, reasoning^45^, and sociability^46,47^ are negatively impacted by prenatal preeclampsia exposure. The increased sociability in males in this AVP model may not appear directly analogous to the social deficit of ASD disorder for which preeclampsia exposure is a risk. But dysregulated social behavior in either direction may reflect similar disruptions of the circuitry underlying these functions. Given that we did not test female offspring sociability here, future studies should address this to determine sex-specificity of this AVP model on social behavior. Furthermore, the sex-specific results of preeclampsia exposure on children’s neuropsychiatric outcomes remain largely unclear, as few studies have explored this. Some work indicates increased resilience in male offspring, for instance to psychiatric disease^48^ or mood disorders^49^ after preeclampsia exposure. However, other work shows cognitive impacts in men decades after preeclampsia exposure^10^. The precise role of sex as a biological variable in neurodevelopmental programming by preeclampsia exposure will require more in-depth clinical and preclinical studies.

In addition to the sex-specific changes to memory systems resulting from prenatal maternal AVP administration, we also found sex- and development-specific impacts of AVP exposure on the caudate–putamen. At P7, AVP-exposed male offspring had decreased caudate–putamen volume, in line with reductions in other regions, while females had enlarged caudate–putamen volume relative to cortical volume. By adulthood, these male deficits resolved, while female caudate–putamen enlargement persisted. This change in the caudate–putamen, which is a neural substrate of procedural learning, aligned here with the procedural memory deficits in AVP-exposed adult female offspring—increased caudate–putamen cell numbers were inversely correlated with post-training rotarod performance in females. Other models of prenatal challenge, such as the prenatal zinc deficiency model, also result in offspring procedural learning deficits^50^ and striatal enlargement^51^. Similarly, genetic mouse models of ASD, as well as human ASD, are associated with increased striatal volume relative to total brain volume^52^. Abnormal offspring caudate growth may also be a feature of clinical preeclampsia, with neuroimaging revealing increased caudate volume and fractional anisotropy in preeclampsia-exposed children^11^, but the sex-specificity of these outcomes remains unclear.

Our studies in the AVP model also suggest developmental impacts to the cortex. RNA sequencing of E18 primordial cortex (dorsal forebrain) revealed dysregulation of key neurodevelopment genes (*GDF1, TFAP2D*, *MRC1*, and *FGF15*) with AVP exposure. Dorsal forebrain volume at E18 was trend-decreased (cortical volume at P7 and in adulthood was unchanged), though cell number was preserved due to an increased cellular packing density. Further investigation revealed that the cortical plate was unaffected but that the intermediate, subventricular, and ventricular zones were smaller, particularly in males. Of interest, male transcriptomics also showed dysregulated translation, a mechanism implicated by other autism models^53^ and a potential source of reduced dorsal forebrain volume. This volume decrease was not explained by diminished cell numbers, cell size, or cerebrovascular deficits, indicating that extracellular structure may play a role. Though AVP serves osmotic control functions^32^, our assessment of osmotic dysregulation in the offspring brain (*Aqp1* and *Aqp4*) did not demonstrate a role for this at the transcriptional level as a cause of volume dysregulation. The integrity of other potential regulators of brain water content, including the lymphatic drainage system and the blood–brain barrier, should be also examined in futures studies of this model^54,55^. Despite no changes to *Aqp1* or *4* gene expression here, RNA sequencing revealed dysregulation of extracellular collagen-related gene expression in females. Future studies should examine the sex-specificity of these transcriptional changes, and the nature of extracellular brain deficits in the AVP model using more targeted approaches (e.g., proteomics).

It is important that models closely approximate their relevant clinical condition. AVP-infused dams had significantly higher urine protein at E18, as has been noted previously in this AVP model [at E12.5:^15^, at E17:^14^], and placental oxidative stress, as in clinical preeclampsia^56^ and other preeclampsia models^57^. Furthermore, late-gestation IUGR demonstrated here by decreased pup weight at E18 aligns well with the preeclampsia literature^58^ and has been demonstrated previously in this model^15^ and in another AVP model involving late-gestation vasopressin administration in rats^59^. While preeclampsia is diagnosed only after the 20^th^ week of gestation and AVP administration begins slightly prior to conception in the AVP model, this too supports its translational value. Early administration of AVP replicates the clinical finding that AVP is elevated as early the first trimester in pregnancies that eventually develop preeclampsia^14^. Other elements of preeclampsia pathoetiology are similarly at play pre- or peri-conception, including immune dysregulation^60^ and abnormal nonpregnant cardiovascular physiology^61^. Furthermore, AVP at the dose used here causes hypertension only in pregnant animals^14^ and must be administered throughout all of pregnancy (as opposed to only through early or middle pregnancy) to elicit significant hypertension, proteinuria, and fetal growth restriction phenotypes^15^. Administration of AVP just prior to conception and chronically throughout gestation in this model thus disrupts maternal physiology in its earliest stages, as many have argued occurs in clinical preeclampsia, and elicits critical, translationally-relevant preeclampsia phenotypes.

While some modeled preeclampsia leads to brain-sparing, asymmetrical IUGR [e.g., with prenatal inflammation^62^], others models [e.g., prenatal AVP, hypertension, and reduced placental blood flow in rats^36^] lead to symmetrical, brain-impacting growth restriction. Clinically, severe preeclampsia reduces child head circumference relative to body length and is thus not brain-sparing, while less severe gestational hypertension has the opposite effect^58^. The AVP model used here may, therefore, recapitulate the non-brain-sparing symmetrical IUGR of more severe disease.

It is unclear whether sexual dimorphism of the brain itself during its early development is critical for sex-specific impacts in this model at E18. However, the placenta is highly sexually dimorphic^63^ and may underlie such impacts. Male offspring vulnerability was shown at the level of the placenta at E18. Male-specific placental redox dysfunction (*Sod1*), angiogenic and growth factor dysfunction (*Nos3* and *Igf1*), and hypoxia (*Hif1*α) were suggested. Interestingly, transcriptomics in the AVP model placenta previously revealed oxidative stress, but not hypoxia, though placentas were from mid-gestation (E12.5) and were pooled across sexes^15^. Hif1α increased expression here may demonstrate impacts of AVP-induced physiological stress or even hypoxia in the context of late-gestation placental demands which are absent earlier. Further study is required to determine AVP’s temporal and sex-specific impacts to hypoxia processes and whether late-stage hypoxic environment or another *Hif1*α-effector is responsible. Redox dysregulation may be caused by ischemia and decreased antioxidant production in clinical preeclampsia^64^ and may prime the fetal brain for later dysfunction, as in other prenatal insult models^65^. Further tracing pathways changed by preeclampsia in a coordinated way from placenta to the developing brain may provide insights into shifts in the placenta–brain axis, a critical mediator of neurodevelopment^66^.

ASD-related gene regulation in the placenta may also alter offspring neurodevelopment. Our secondary analyses of a previously published RNA sequencing dataset from the E12.5 placenta of this same model revealed over-representation of ASD genes^15^. It should be noted, however, that many of the genes which overlap between AVP placenta transcriptomics and the SFARI dataset have broad functionality (e.g., *Tcf4*, *Mboat7*, *Sema5a*, *Usp15*, and *Rorα* in the immune system) and may thus be disrupted in multiple disorders linked to gestational exposures. Because of the early developmental origins of ASD and its links with pregnancy conditions, exploration of ASD gene functions in placenta may be an important future area of study for revealing pathogenic processes.

In summary, the present study reveals that chronic gestational AVP, modeling preeclampsia, affects the developing brain. Gestational AVP resulted in sex-specific changes to offspring, including to prenatal neurobiology and placenta and postnatal synapses, caudate–putamen volume, and behavior. Our results indicate potential targets for intervention, including extracellular processes in the embryonic brain and oxidative stress and hypoxia in the placenta. As with the clinical preeclampsia literature, this work also suggests that the exposure to preeclampsia is itself a contributing factor for children’s neurodevelopmental and psychiatric problems and that these associations are not the result of other confounds. More closely monitoring neurodevelopmental outcomes in preeclampsia-affected children may thus be a first step in targeting therapy and improving outcomes.

## Supplementary information

Supplementary Fig. 1: Offspring body weight was impacted by maternal AVP.

Supplementary Fig. 2: Open field behavior unchanged by maternal AVP.

Supplementary Fig. 3: Adult regional volumes and cell numbers unchanged by maternal AVP.

Supplementary Fig. 4: Dorsal forebrain mRNA sequencing results for AVP- and Saline-condition E18 offspring.

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

Supplementary figure, table legends

## Data Availability

All code is available from the authors upon reasonable request.

# Supplementary material for: Altered offspring neurodevelopment in an arginine vasopressin preeclampsia model
**Source:** Transl Psychiatry. 2021 Jan 28;11:79. doi: 10.1038/s41398-021-01205-0

**A****Adult Cortical Volume**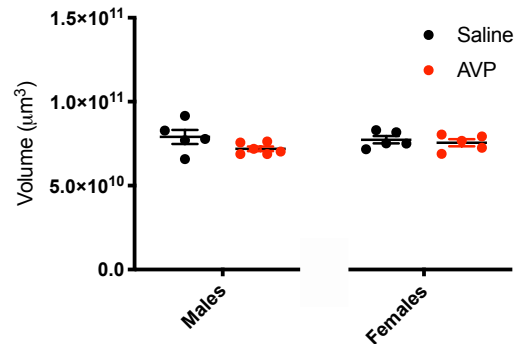**B****Adult Cortical Total Cell Density**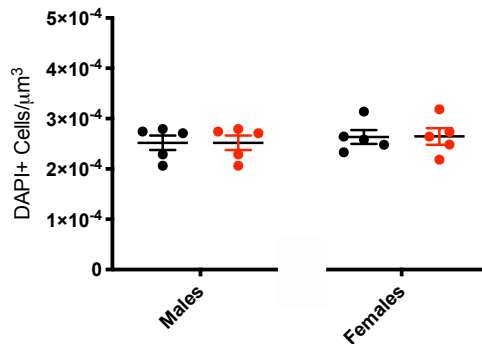**C****Adult Cortical Neuron Density**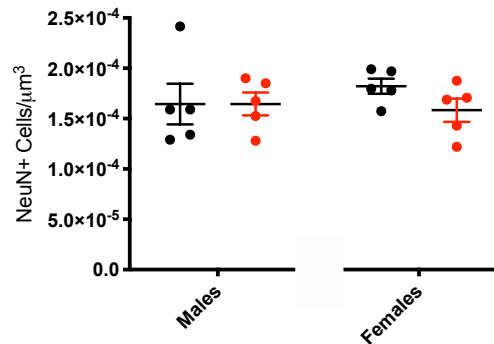**D****Adult Cortical Macroglial Density**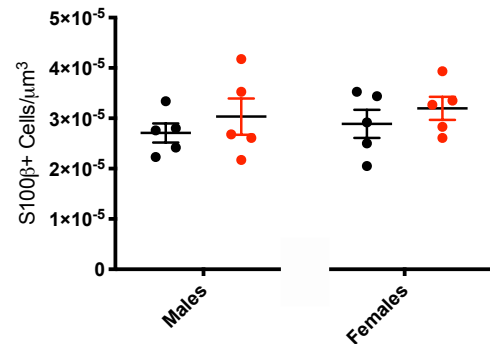**E****Adult Prefrontal Cortex Volume**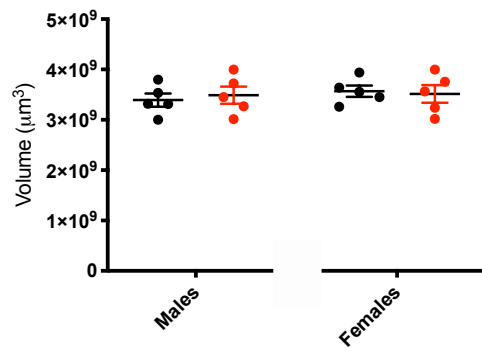**F****Adult Corpus Callosum Volume**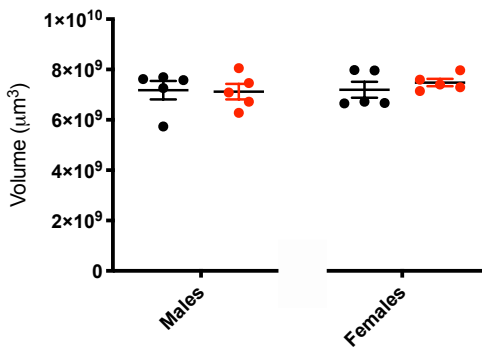**G****Adult Male Hippocampal Volume**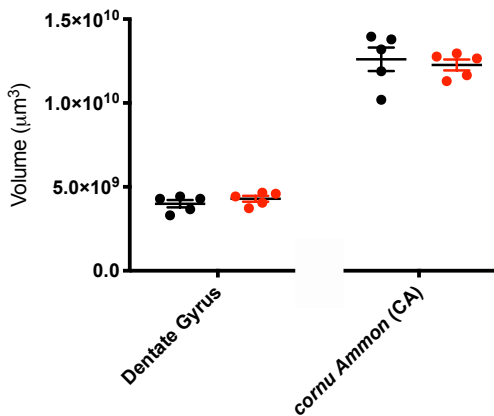**H****Adult Female Hippocampal Volume**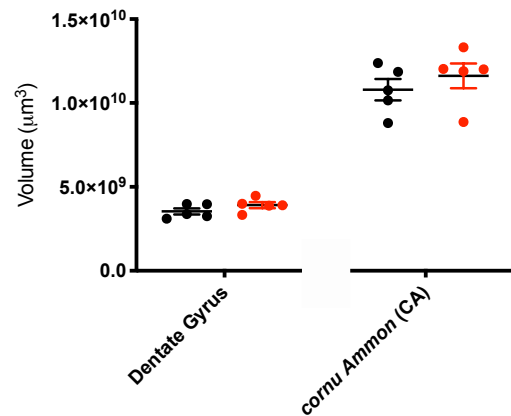

**Supplement:** Supplementary file 3 — Supplementary Fig. 3: Adult regional volumes and cell numbers unchanged by maternal AVP.

# Supplementary material for: Altered offspring neurodevelopment in an arginine vasopressin preeclampsia model
**Source:** Transl Psychiatry. 2021 Jan 28;11:79. doi: 10.1038/s41398-021-01205-0
**Supplement:** Supplementary file 4 — Supplementary Fig. 4: Dorsal forebrain mRNA sequencing results for AVP- and Saline-condition E18 offspring.

**A**

Heatmap A displays gene expression data across 16 genes (rows) and 16 samples (columns). The color scale ranges from -0.4 (blue) to 0.4 (red). The genes are listed on the right: Cntn6, Mrc1, Cpel1, Lox, Col1a2, Angptl2, Ppp1r3b, Mrgprf, Serpinh1, Grb10, Dab2, Prxr1, Selenop, Bmp7, Slc7a11, Wls, Enpp2, Gprc5c, Nid1, Ccdc3, Abca9, Col1a1, Col6a2, Ahnak, Col5a2, Slc6a13, Gja1, Postn, Lpar1, Dcn, and Cldn11. The samples are grouped into two main clusters by a dendrogram on the left. A color bar at the top indicates treatment groups: cyan for the first 8 samples and red for the last 8 samples.

**B**

Heatmap visualization showing gene expression data. The dendrogram on the left indicates hierarchical clustering of genes. The color scale on the right ranges from -0.5 (blue) to 1 (red). The heatmap shows expression levels for various genes across different conditions, with a color bar at the top indicating treatment groups (cyan and red).

Genes listed on the right (from top to bottom):

- Capn11
- Slc26a4
- Tef
- Gm17116
- Ccdc159
- Gm13563
- Fyco1
- Tgfb3l
- Ptprs
- Acap3
- Shisa7
- Gdf1
- Gm10131
- Ormdl1
- Vps13d
- Zc3h15
- Snrnp27
- Cops9
- Rpl35a
- Lsm8
- Dut
- Sem1
- Anp32a
- D030056L22Rik
- Anp32b
- Yeats4
- Rpl13
- Srp54a
- Fam241b
- Cox7a2l
- Gm15387
- Rpl11
- Rplp2
- Bex2
- Rps21
- Psmg3
- Mrps16
- H2aw
- Mrpl52
- Fgf15
- Smarca2
- Fopnl
- Rpl39
- Serbp1
- Sae1
- Chchd1
- Eef1b2
- Gm4332
- Tfap2d

# Supplementary material for: Altered offspring neurodevelopment in an arginine vasopressin preeclampsia model
**Source:** Transl Psychiatry. 2021 Jan 28;11:79. doi: 10.1038/s41398-021-01205-0
**Supplement:** Supplementary file 8 — Supplementary figure, table legends

**Supplementary Figure legends:**

**Supplementary Fig. 1: Offspring body weight was impacted by maternal AVP.**

A) Embryonic day (E) 14 body weight was unchanged by maternal AVP infusion. B) At E18, AVP-exposed offspring were smaller (main effect of AVP by two-way ANOVA p<0.001; posthoc t-test males: p=0.0018; females: p=0.033, corrected alpha=0.025). C) At P21, female AVP-exposed offspring were larger than saline comparators (interaction by two-way ANOVA p=0.029; posthoc t-test females: p=0.011; males: p=0.46, corrected alpha=0.025). D) As adults, AVP-exposed females remained larger and males were unchanged (main effect of AVP by two-way ANOVA p=0.0097; posthoc t-test females p=0.0007; males: p=0.26, corrected alpha=0.02). ^#^p<0.05, ^##^p<0.001 by two-way ANOVA. *p<0.05, **p<0.01, ***p<0.001 per two-sample t-test, error bars represent SEM.

**Supplementary Fig. 2: Open field behavior unchanged by maternal AVP.**

A) Total distance traveled and (B) time spent in the center of the open field were unchanged in male and female adult offspring.

**Supplementary Fig. 3: Adult regional volumes and cell numbers unchanged by maternal AVP.**

A-D) Adult cortical volume and the total cell, neuronal, and macroglial cell densities in the cortex were not changed by AVP exposure in male or female offspring. E-H) Prefrontal cortex, corpus callosum, and hippocampal [dentate gyrus (DG) and CA1 and 3] volumes were also unchanged by AVP exposure. n=2-3 litters per sex per condition.

**Supplementary Fig. 4: Dorsal forebrain mRNA sequencing results for AVP- and Saline-condition E18 offspring.**

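The heat plots show the genes of Supplementary Tables 2 and 3, whose fold changes the paper takes from Sleuth. The log2 fold changes from the TPM were compared with those in the paper's tables. Across the 45 male genes tested, Pearson's r was 0.99, and across the 31 female genes it was 0.97. These correlations are across genes, and genes are not independent replicates. In males, all 36 genes higher with AVP changed less than in the paper's table, and all 9 genes lower with AVP changed more. The median of the value from the TPM minus the paper's was -0.17 for the 36 genes and -0.18 for the 9, so the values were lower in both directions. With median-of-ratios scaling, chosen after seeing the data, these medians were -0.07 and -0.08. In females, the 30 genes higher with AVP changed less than in the paper's table, with a median of -0.10, and the 1 gene lower with AVP, Cntn6, changed slightly more.

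**Figure D6:**
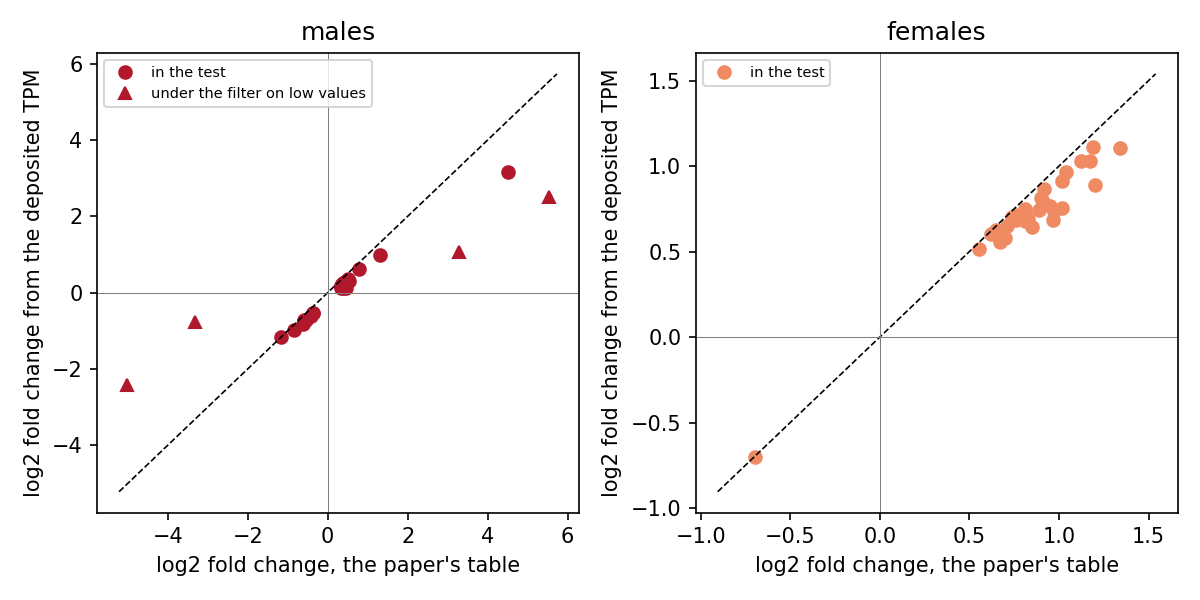
Log2 fold change from the deposited TPM against the log2 fold change in the paper's tables, with 1 point per gene, males on the left and females on the right. The dashed line marks equal values, and triangles mark the 4 male genes under the filter on low TPM, which lie closer to 0 than in the paper's table.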

A) Heat plot or mRNA sequencing results (red=upregulated, blue=downregulated) representing the 31 (1 down, 30 up) differentially-expressed (DE) genes in E18 females and B) 49 DE genes (11 down, 38 up) in E18 males in the dorsal forebrain after maternal AVP administration. n=4 per group per sex except n=3 for female AVP, excluding one outlier for high variance.

**Supplementary Table legends:**

**Supplementary Table 1:** Primers used for qPCR.

**Supplementary Table 2:** RNA sequencing results for comparison of male AVP and Saline condition embryonic dorsal forebrain.

**Supplementary Table 3:** RNA sequencing results for comparison of female AVP and Saline condition embryonic dorsal forebrain.

How the deposited data were processed for this re-analysis (not part of the article)

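The data are mRNA-seq libraries of E18 dorsal forebrain from offspring of dams infused with AVP (24 ng/h) or saline. There were 4 AVP males, 4 saline males, 3 AVP females and 4 saline females, each a separate library. The authors removed adapters with Trim Galore, quasi-mapped the reads to GENCODE M16 transcripts (GRCm38) and quantified them with Kallisto, with bias correction and bootstrap samples. The deposited table holds 1 value per transcript and library and does not name its unit. Each library's values share the same total, so they were read as TPM, which the authors made with Kallisto from the trimmed reads. The authors' normalization is thus to transcript length and library total, with no scaling between libraries beyond that. TPM hold no counts, so the depth of each library is unknown and a count model was not used. The design allowed for either counts or normalized values, and the tests for normalized values were the ones used.

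Transcript TPM were summed to genes with the GENCODE M21 annotation. Genes were kept with at least 1 TPM in at least 50% of the libraries in a comparison. Values were tested as log2(TPM + 0.5) with limma 3.58.1 in R 4.3.3, with a mean-variance trend, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. AVP was compared with saline in males and in females separately, as in the paper's methods, with treatment as the only term. The interaction of treatment and sex was tested over all 15 libraries. Single genes also had an exact two-sided permutation test on the difference of means of log2(TPM + 0.5). Sets of genes were tested with camera, at a preset correlation of 0.01 between genes, with fry and with camera at an estimated correlation. Camera compares a set with the other genes and fry compares it with no change. The collagen and ribosomal protein sets also had an exact permutation test over the splits of a sex's libraries. The splits were set before their results were seen, but giving them as the p-value of these 2 sets was chosen after the results of camera and fry were seen. The value given for a set is the median log2 fold change of its genes minus that of all genes tested. Sleuth was not run, because its bootstrap estimates are not in the table. A Wald z test after its scheme, which takes the larger of a gene's own and a smoothed variance, was run as an alternative. It used the natural log of TPM + 0.5 and the filter of the main fits, with no scaling between libraries beyond the TPM. The paper's GO over-representation test was not repeated.

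The named genes were those the paper names for the dorsal forebrain by mRNA-seq or qPCR, and the collagen and cytoplasmic ribosomal protein genes on the paper's lists. Up to 5 genes per comparison with the smallest adjusted p past the threshold were added, where the groups did not overlap, together with the genes of the sex check. Lists of symbols fixed before the data were examined gave the sets: cytoplasmic ribosomal proteins, nuclear-encoded respiratory chain proteins, and markers of meningeal fibroblasts, border macrophages, microglia, choroid plexus, endothelium, mural cells, red blood cells, dorsal midbrain, thalamus, ventral forebrain, interneurons, radial glia, intermediate progenitors, cortical plate neurons and Cajal-Retzius cells. Collagen genes were taken by their symbols. Genes on the paper's lists were left out of each list in a second run.

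The tests were tested on simulated data with the same numbers of libraries. Of the genes tested among 200 given a log2 change of 2, limma recovered 96.9% in males and 97.0% in females. With a log2 change of 1 it recovered 78.4% and 65.1%. The simulated noise was normal and independent between genes. In the real libraries the correlation estimated within the ribosomal protein genes was 0.40 in males and 0.64 in females. Recovery of smaller changes in single genes, such as 0.34 for Rpl13 in males, was not measured. The shares recovered and the calls given next hold for such noise only, and do not give limma's power for the paper's genes. Where no gene was changed, limma made 1 call in males and 0 in females, and the z test after Sleuth's scheme made 8 and 25. With the log2 change of 2, limma made 12 wrong calls in males and 13 in females. The z test made 46 and 49, and recovered 97.4% and 98.5% of the changed genes.

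Alternatives were quantile normalization, no filter and a filter of 5 TPM in every library, pseudocounts of 0.1 and 1, limma without the trend, the run of library numbers (1 to 8 or 13 to 20) as a covariate, removal of each library's trend on gene length and GC content, an adjusted p of 0.1, the z test after Sleuth's scheme, 1 fit of all 15 libraries, and leaving out each library in turn. Further alternatives were chosen after seeing the data: median-of-ratios scaling, leaving out genes under 200 nt, the z test with median-of-ratios scaling, the log2 ratio of group means without a pseudocount for the named genes, and other uses of the library labelled saline male 12, whose sex-linked transcripts were those of a female. Splits of the libraries into groups of the same sizes were fitted as well, 35 in males, 35 in females and 100 for the interaction, the real grouping included in each. Figures were drawn with matplotlib 3.10.9.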

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

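The tests of the sex-linked transcripts and of Gdf1 with Cers1 were chosen after the results were seen, and the others before.

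In the library labelled saline male 12, Xist stood at 266 TPM, far from the other saline males. The Y-linked genes were far below them, with Kdm5d at 0.116 TPM, Uty at 0.221 TPM, Ddx3y at 0.110 TPM and Eif2s3y at 0.0411 TPM. A mislabelled sample is a candidate explanation, since Xist at 266 TPM lay within the range of the female libraries and so did each of the Y-linked genes. Female RNA mixed into a male sample would have left Y-linked transcripts in place. Their sum was 0.337% of the median of the other males, which argues against it. The library was not exchanged with another in the set, as the other 14 matched their labels. Whether the animal, the tube or the label was at fault stays open, and no biological explanation was tested. The values do not show whether its treatment label holds.

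Gdf1 was listed at 0.399 TPM in saline male 5 and at 0 in the other saline males, which set that library apart from its group. With the others tied at 0, any value above 0 would have been set apart, so this flag carries no weight. All exonic bases of Gdf1 lie in exons of Cers1, so its TPM depend on how Kallisto divides shared reads. In the saline females, the border macrophage markers had a mean log2(TPM + 0.5) of 1.71 in saline female 15, apart from the other 3. Over 72 groups of 4 libraries examined in this way, 7 values stood apart, and 3.6 would by chance. The 5 sex-linked values in 1 library are not independent of each other, and the flag of Gdf1 was fixed by the ties at 0. The summed TPM of Gdf1 and Cers1 differed between AVP and saline males by a log2 fold change of -0.070 (exact permutation p = 0.543, n = 4 and 4). The rise of Gdf1 alone would have moved the sum by only 0.19, so the sum does not decide whether shared reads are the source of the difference in Gdf1. For the border macrophage value, no explanation was tested apart from the tissue sources weighed under the other observations.

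The collagen genes changed more in females than in males, by 0.47, which passed under camera. Of 100 regroupings of the libraries within sex, 15 gave a difference as large, so the difference was not beyond chance. It also did not pass under fry or with the correlation estimated. It ranged from 0.33 to 0.59 with each library left out in turn. The cytoplasmic ribosomal protein genes changed more in males than in females, by -0.17 for females minus males, which passed under camera. Of the 100 regroupings, 48 gave a difference as large. It did not pass under fry or with the correlation estimated, and without AVP female 10 the sign turned, to 0.034. A difference between the sexes in the response to AVP stays open for both sets, as does chance.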

How the results depend on the processing

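The z test with median-of-ratios scaling, median-of-ratios scaling alone, the removal of genes under 200 nt, the log2 ratio of group means without a pseudocount and the other uses of the library labelled saline male 12 were chosen after the results were seen.

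No paired analysis was possible because the labels do not link samples to litters, although the paper counts 16 samples from 8 litters. The TPM hold no depth, so no precision from counting can be given for any value.

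In males, 1 gene passed the threshold, and the same gene did so under quantile normalization, a pseudocount of 0.1, removal of the length and GC trend, an adjusted p of 0.1 and median-of-ratios scaling. With no filter there was also 1 gene, but a different one, since 0 were shared. There were 0 genes with the stricter filter (1748 with an unadjusted p under 0.05), with a pseudocount of 1 (2059), with the run of library numbers as a covariate (2442), in 1 fit of all 15 libraries (1445) and without genes under 200 nt (1809). Limma without the trend gave 2 genes. The z test after Sleuth's scheme gave 108 genes, 5 higher and 103 lower. With median-of-ratios scaling as well it gave 91, 49 higher and 42 lower, and without the library labelled saline male 12 that test gave 14, 5 higher and 9 lower. No other library was left out of that test. Limma's fits that each left out one library gave from 0 to 6 genes. Median-of-ratios scaling moved the median of all genes from -0.10 to -0.01, and quantile normalization moved it to 0.02.

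In females, 0 genes passed under limma in the main fit (683 with an unadjusted p under 0.05). The count was also 0 under limma with every alternative that kept all libraries, including the one where the library labelled saline male 12 was counted as a saline female. The z test after Sleuth's scheme gave 16 genes, 15 higher and 1 lower, and with median-of-ratios scaling 44, 38 higher and 6 lower. Limma's fits that each left out one library gave from 0 to 6 genes, and in the interaction from 0 to 1.

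Of the paper's male genes, 0 passed over all genes tested under each limma setting, against 13 in the z test, 36 with median-of-ratios scaling added, and 7 when the library labelled saline male 12 was also left out. Of its female genes, 10 passed in the z test and 20 with median-of-ratios scaling added. The cause was not tested, apart from the simulated data with no change, where the z test made more calls than limma.

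Splits of the libraries into groups of the same sizes, the real one included, gave results as large as follows. In males, 29 of 35 splits gave as many genes past the threshold, and 2 of 35 as many genes with an unadjusted p under 0.05. In females, 13 of 35 gave as many genes with an unadjusted p under 0.05. For genes past the threshold the numbers were 35 of 35 in females and 100 of 100 in the interaction, which says nothing, since any split gives at least 0 genes. For the z test with median-of-ratios scaling, 2 of 35 splits in males and 6 of 35 in females gave as many genes. The split of the libraries by their run of numbers gave 1 gene in males, as many as AVP against saline, and 5 in females, which is more. With the run as a covariate, 0 genes passed in males and 0 in females (591 with an unadjusted p under 0.05). By the z test with median-of-ratios scaling, the split by run gave 34 genes in males and 23 in females, fewer than AVP against saline.

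The ribosomal protein set in males kept its direction and passed camera under each setting, though not fry in 1 fit of all 15 libraries, nor without AVP male 1, AVP male 2, AVP male 9, the library labelled saline male 12 or saline male 13. Its values ran from 0.02 with quantile normalization to 0.25 among the fits that left out one library. The collagen set in females also kept its direction and passed camera, from 0.24 without a filter to 0.63 with the stricter filter, but not fry with no filter, in 1 fit of all 15 libraries or without AVP female 10. The interaction of the ribosomal protein set was -0.00033 under quantile normalization, where it no longer passed under camera. At -0.17 it did not pass under fry or with the correlation estimated, and it ranged from -0.33 without AVP female 11 to 0.034 without AVP female 10. The collagen interaction at 0.47 did not pass under fry or the estimated correlation. Leaving out one library took the collagen genes in males from -0.15 without saline male 4 to 0.22 without saline male 5. It took the ribosomal protein genes in females from -0.060 without AVP female 11 to 0.27 without AVP female 10. In females that set passed camera with all libraries, but not without AVP female 3 (0.0065) or saline female 15 (0.029), nor with no filter (0.047). The collagen genes in males came to pass camera without saline male 5, without AVP male 8 (0.13) and without saline male 13 (0.13), but not fry. Aqp4 in males was 0.041 under quantile normalization in place of -0.11, and ranged from -0.31 to 0.16, the latter without AVP male 9. The cause of these reversals was not tested. Among the named genes, 23 other values came to pass the threshold, each under a z test, and 9 values of genes under the filter moved with another pseudocount or with none. Mir6392 no longer passed in several fits. It had an adjusted p of 0.0764 with no filter, 0.0658 with a pseudocount of 1, 0.0693 with the run as a covariate, 0.517 in 1 fit of all 15 libraries and 0.142 without AVP male 1 (limma). It fell under the filter, and was not tested, with the stricter filter and in the fits without saline male 4, saline male 5, the library labelled saline male 12 or saline male 13.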

Differences from the paper's values

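The median-of-ratios settings, the removal of genes under 200 nt, the log2 ratio of group means without a pseudocount and the other uses of the library labelled saline male 12 were chosen after seeing the values.

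In males, 1 gene passed the threshold against the paper's 49, with 0 higher against the paper's 38 and 1 lower against the paper's 11. None of the alternatives set before the data were examined closed the gap for these 3 counts. The z test after Sleuth's scheme gave 108 genes in males, 5 higher and 103 lower. In females, 0 genes passed against the paper's 31 (683 had an unadjusted p under 0.05), with 0 higher against the paper's 30 and 0 lower against the paper's 1. None of the alternatives set before the data were examined closed the gap for the total or for the genes higher with AVP, and the z test came nearest with 16 and 15. For the genes lower with AVP in females, the z test and the fits without saline female 7, AVP female 11 or saline female 15 gave 1, and the others did not.

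With median-of-ratios scaling and the z test, chosen after seeing the values, there were 91 genes in males, 49 of them higher and 42 lower, and 44 in females, 38 of them higher and 6 lower. The female total and the number higher then lay within 1.5 times the paper's 31 and 30, as did the 49 higher in males against the paper's 38. Without the library labelled saline male 12, the number higher in males fell below that range, but no other library was left out for comparison. This setting called 36 of the paper's male genes and 20 of its female genes. The z test alone called 13 and 10, and the z test with median-of-ratios scaling without the library labelled saline male 12 called 7 of the male genes.

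The log2 fold change of Capn11 was -2.41 against the paper's -5.02, that of Slc26a4 -0.76 against the paper's -3.33, and that of Fgf15 1.06 against the paper's 3.28. None of the alternatives set before the data were examined closed the gap for these 3 genes. The gap depends on the scale, since a pseudocount of 0.5 or 0.1 pulls the values of genes with low TPM towards 0. The log2 ratio of the group means without a pseudocount, chosen after seeing the values, was -5.33 for Capn11, -3.61 for Slc26a4 and 3.08 for Fgf15, each within the paper's standard error. The bound for a gap was the larger of the paper's standard error and the SD between replicates. The log2 fold change of Gdf1 was 2.50 against the paper's 5.53. With a pseudocount of 0.1 it was 4.15, within that bound, and the other alternatives set before the data were examined did not close the gap. The log2 ratio of its group means without a pseudocount, chosen after seeing the values, was 5.29, also within it, though the saline mean rests on saline male 5 alone. The log2 fold change of Tfap2d was 0.98 against the paper's 1.32. It came within the bound at 1.14 with quantile normalization, 1.07 with a pseudocount of 0.1, 1.04 with the length and GC trend removed, 1.13 without AVP male 1 and 1.08 without saline male 5, and not under the others set before the data were examined. Median-of-ratios scaling (1.07) and the removal of genes under 200 nt (1.03), both chosen after seeing the values, also closed it, as did the log2 ratio of the group means without a pseudocount (1.12), chosen likewise.

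For the ribosomal protein genes, the log2 fold change was 0.34 for Rpl13 against the paper's 0.52, 0.21 for Rplp2 against the paper's 0.36, 0.25 for Rps21 against the paper's 0.42, and 0.18 for Rpl11 against the paper's 0.36. It was 0.20 for Rpl35a against the paper's 0.36 and 0.20 for Rpl39 against the paper's 0.36. None of the alternatives set before the data were examined closed the gap for these 6 genes. Median-of-ratios scaling, chosen after seeing the values, brought all 6 within the paper's error, while the log2 ratio of the group means, chosen likewise, did not. The values with that scaling were 0.44 for Rpl13, 0.32 for Rplp2, 0.36 for Rps21, 0.28 for Rpl11, 0.30 for Rpl35a and 0.30 for Rpl39. In females, the log2 fold change of Gprc5c was 0.89 against the paper's 1.20. A pseudocount of 0.1 (1.05), removal of the length and GC trend (0.97) and the fits without AVP female 3 (0.92), saline female 6 (0.91), saline female 7 (0.92) or AVP female 11 (1.02) closed the gap, and the other alternatives set before the data were examined did not. Median-of-ratios scaling (0.92) and the removal of genes under 200 nt (0.94), chosen after seeing the values, closed it as well, as did the log2 ratio of the group means without a pseudocount (1.12), chosen likewise. The errors in the paper's tables are standard errors.

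The paper gives Capn11, Slc26a4, Gdf1, Tfap2d, Fgf15, Cped1, Gprc5c, Postn, Mrc1 and Lox as differentially expressed. Of these, Tfap2d and the 5 female genes were in limma's test over all genes and did not pass the threshold. Capn11, Slc26a4, Gdf1 and Fgf15 fell under the filter and were not tested there, and with no filter each had an adjusted p of 0.464 (limma). The AVP and saline libraries of each gene did not overlap. Tfap2d passed in the z test after Sleuth's scheme (adjusted p = 0.0065), as did Cped1, Postn, Mrc1 and Lox.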

Other observations

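The tests of gene length and GC content, of respiratory chain and other short abundant genes, of the library labelled saline male 12, of dorsal midbrain markers without a filter, of genes under 200 nt, of Gdf1 with Cers1, of Mir6392 and of Aqp1 with Ttr were chosen after the results were seen, and the other tests before.

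The collagen genes were higher in AVP females. Of 35 splits of the 7 female libraries, 2 put the set as far from the median of all genes, so chance was not excluded. A trend on gene length and GC content was not the whole cause, since the set lay 0.54 above the median with it removed. More meningeal tissue in the AVP female dissections may be a source. Markers of meningeal fibroblasts that are neither collagens nor on the paper's list lay 0.78 above the median of all genes, with 17 of 17 higher. The set passed under fry before adjustment over 16 lists and not after it (adjusted p = 0.0894, limma). Of their abundant genes, Igf2 had 174 ± 33.5 TPM (SD, n = 3) with AVP and 98.3 ± 18.5 TPM (SD, n = 4) with saline, while Ptgds had 243 ± 56.1 and 214 ± 99.4 TPM. More vessels could not be told apart from this. Endothelial and mural markers together lay 0.39 above the median without passing under fry, less than the collagens but in the same direction. A response of the tissue to AVP stays open as well, since dissection and treatment are not separated by the design.

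All marker lists gave the following values relative to the median of all genes in females. Border macrophages lay at 1.06 with 7 of 7 higher (fry, adjusted p = 0.0158, limma), and at 0.94 without Mrc1, which the study picked. All 22 meningeal fibroblast markers tested were higher, at 0.83 (fry, adjusted p = 0.0429, limma), 4 of the 24 listed being on the paper's lists. Choroid plexus lay at 1.45 (fry, adjusted p = 0.254, limma), with 8 of 14 genes tested and 1 on the paper's lists, and red blood cells at 1.09 (fry, adjusted p = 0.305, limma). Of the remaining lists, none passed under fry after adjustment, with mural cells nearest at 0.36 (adjusted p = 0.124, limma). Endothelium lay at 0.42, Cajal-Retzius cells at 0.30, intermediate progenitors at 0.20, microglia at 0.19, radial glia at 0.18, thalamus at 0.17, cortical plate neurons at 0.003, respiratory chain genes at -0.02, dorsal midbrain at -0.09, interneurons at -0.12 and ventral forebrain at -0.47. Of the 13 ventral forebrain markers, 0 were higher, which passed under camera and not under fry.

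Of the lists, 22 of 24 meningeal fibroblast markers passed the filter on low TPM in females, as did 7 of 10 border macrophage, 5 of 9 red blood cell and 13 of 15 ventral forebrain markers. Of the meningeal markers 4 are also on another list, as are 2 of the ventral forebrain markers and 1 of the choroid plexus markers. Among abundant markers in AVP and saline females, Pf4 of border macrophages had 23.8 and 11.2 TPM, Hbb-bs of red blood cells 4248 and 1986 TPM, and Ppp1r1b of ventral forebrain 36.4 and 50.7 TPM. Ttr of choroid plexus had 1186 ± 1101 TPM (SD, n = 3) and 242 ± 454 TPM (SD, n = 4), and the saline mean rests on 1 library. Saline female 7 had 922 TPM, and the mean of the other 3 saline females was 14.7 TPM. AVP female 10 had 13.9 TPM against 2197 and 1348 TPM in the other AVP females.

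In males, red blood cells lay at 0.40, meningeal fibroblasts at 0.20, border macrophages at 0.15, interneurons at 0.10, Cajal-Retzius cells at 0.09, ventral forebrain at 0.08, radial glia at 0.08, cortical plate neurons at -0.02, intermediate progenitors at -0.02, microglia at -0.04, mural cells at -0.04, thalamus at -0.05, endothelium at -0.07 and choroid plexus at -0.22. In fry none of these passed before or after adjustment. Under camera, meningeal fibroblasts (adjusted p = 0.00277, limma) and red blood cells (adjusted p = 0.0197, limma) passed after adjustment over 16 lists, and the others named did not. Neither of them passed with the correlation estimated. Only 2 of 15 dorsal midbrain markers passed the filter, too few for a test.

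The ribosomal protein genes were higher in AVP males, and 1 of 35 splits, the real one, put the set as far from the median of all genes. A trend on gene length and GC content was not the whole cause, since 0.16 remained with it removed, past camera and fry. The library labelled saline male 12 was not the cause, since 0.19 remained without it, past camera but not fry. A shift of short abundant transcripts in general may contribute. The other 136 genes under 1000 nt with a mean over 200 TPM lay 0.19 above the median of all genes, 117 of them higher, and the quantile-normalized value of the set was 0.02. The respiratory chain genes lay 0.20 above the median of all genes, with 40 of 46 higher, close to the ribosomal protein set but short of it. They passed under camera (adjusted p = 1.69e-17, limma), and not under fry or with the correlation estimated. A shared effect of RNA quality or composition and an effect on translation thus cannot be told apart. In females the other short abundant genes lay -0.03 from the median.

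The median log2 fold change of all genes in males was below 0, and 2 of 35 splits put it as far from 0. Genes under 200 nt held 11.1 ± 2.87% of TPM (SD, n = 4) in AVP males and 8.02 ± 0.862% (SD, n = 4) in saline males (exact permutation p = 0.0857). With these genes left out the median was -0.055 in place of -0.10. A larger share of short genes and a shift of other genes thus cannot be told apart, as part of the shift remained.

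Gdf1 and Cers1 share exons, and in males Cers1 was lower with AVP, at 22.4 ± 0.800 TPM (SD, n = 4) against 27.5 ± 2.99 TPM (SD, n = 4). Their summed TPM differed by -0.070 on the log2 scale, but Gdf1 is too small a part of the sum for this to decide. In females Cers1 was lower with AVP too, at 21.9 ± 5.05 TPM (SD, n = 3) against 28.2 ± 2.58 TPM (SD, n = 4). Gdf1 was not higher there, at 1.50 ± 1.35 TPM against 3.24 ± 4.03 TPM. The fall of Cers1 in males thus does not by itself point to a different division of the shared reads. For the rise of Gdf1 in males, such a division and a change of Gdf1 cannot be told apart. Tfap2d and Fgf15 may mark dorsal midbrain tissue in the dissections. The other 13 dorsal midbrain markers, without a filter, lay 0.072 above the median of all genes and passed neither camera nor fry, so the sources cannot be told apart.

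Mir6392, at 108 nt, is shorter than typical sequenced fragments, so its TPM could rest on few reads. Its host gene Pnpla3 differed by -0.47 on the log2 scale (exact permutation p = 0.143), with 2.14 ± 0.754 TPM in AVP males and 3.06 ± 0.468 TPM in saline males (SD, n = 4 each). It was lower with AVP too, like Mir6392, and a change shared with the host gene and one of Mir6392 alone cannot be told apart with so few libraries. Mir6392 was chosen for naming by its adjusted p.

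The paper measured Aqp1 and Aqp4 by qPCR. In the TPM, Aqp1 had a log2 fold change of -0.25 in males (adjusted p = 0.741, limma) and 1.34 in females (adjusted p = 0.999, limma). Aqp4 had -0.11 in males (adjusted p = 0.882, limma) and -0.46 in females (adjusted p = 0.999, limma). Aqp1 is on the choroid plexus list, and some dissections may have held choroid plexus. Ttr, its most abundant marker, was above 100 TPM in 6 libraries, from 559 to 2197 TPM, and at most 24.4 TPM in the other 9. Among the 6, Aqp1 rose with Ttr (Pearson's r = 0.92, exact permutation p = 0.00833; Spearman's rho = 0.94, exact permutation p = 0.0167; both 0.0333 after adjustment over 4 correlations). Without the 2 libraries farthest from the median of Ttr, r was 0.95. Among the other 9, r was -0.35 (exact permutation p = 0.352) and rho -0.35 (exact permutation p = 0.359), so there the source of Aqp1 cannot be told apart from other tissue. The 6 libraries were 1 AVP male, 2 saline males, 2 AVP females and 1 saline female.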
